# Gene regulatory dynamics during craniofacial development in a carnivorous marsupial

**DOI:** 10.7554/eLife.103592

**Published:** 2025-10-28

**Authors:** Laura E Cook, Charles Y Feigin, John D Hills, Davide M Vespasiani, Andrew J Pask, Irene Gallego Romero

**Keywords:** *Sminthopsis crassicaudata*, craniofacial, enhancers, marsupials, Other

## Abstract

Marsupials and placental mammals exhibit significant differences in reproductive and life history strategies. Marsupials are born highly underdeveloped after an extremely short period of gestation, leading to prioritized development of structures critical for post-birth survival in the pouch. Critically, they must undergo accelerated development of the orofacial region compared to placentals. Previously, we described the accelerated development of the orofacial region in the carnivorous Australian marsupial, the fat-tailed dunnart *Sminthopsis crassicaudata*, that has one of the shortest gestations of any mammal. By combining genome comparisons of the mouse and dunnart with functional data for the enhancer-associated chromatin modifications, H3K4me3 and H3K27ac, we investigated divergence of craniofacial regulatory landscapes between these species. This is the first description of genome-wide face regulatory elements in a marsupial, with 60,626 putative enhancers and 12,295 putative promoters described. We also generated craniofacial RNA-seq data for the dunnart to investigate expression dynamics of genes near predicted active regulatory elements. While genes involved in regulating facial development were largely conserved in mouse and dunnart, the regulatory landscape varied significantly. Additionally, a subset of dunnart-specific enhancers was associated with genes highly expressed only in dunnart relating to cranial neural crest proliferation, embryonic myogenesis, and epidermis development. Comparative RNA-seq analyses of facial tissue revealed dunnart-specific expression of genes involved in the development of the mechanosensory system. Accelerated development of the dunnart sensory system likely relates to the sensory cues received by the nasal–oral region during the postnatal journey to the pouch. Together, these data suggest that accelerated face development in the dunnart may be driven by dunnart-specific enhancer activity. Our study highlights the power of marsupial–placental comparative genomics for understanding the role of enhancers in driving temporal shifts in development.

## eLife digest

Marsupials are a distinctive group of mammals best known for their defining trait: a pouch. Unlike monotremes, which lay eggs, and placental mammals, in which young develop fully in the womb, marsupials give birth to highly premature offspring. These young complete most of their development within the mother’s pouch.

Because of this strategy, marsupial newborns possess traits critical for immediate survival outside the womb. These include well-developed forelimbs for climbing into the pouch and a mature oral region for attaching to the teat and suckling.

Evolution has shaped the development of the head to match the diverse environments vertebrates inhabit. Marsupials diverged from placental mammals over 160 million years ago, and their requirement for early limb and oral development makes them a powerful system for investigating the genetic mechanisms underlying development.

The fat-tailed dunnart (Sminthopsis crassicaudata), often called a marsupial mouse, is emerging as an important model organism. With its short gestation period and extremely undeveloped state at birth, the dunnart provides an excellent comparison to the laboratory mouse – a well-established placental model – for studying evolutionary and developmental differences.

Cook et al. investigated the genes and regulatory elements driving early orofacial development in the dunnart, comparing their findings with existing craniofacial expression and epigenomic data in mice.

Their results showed that although the genes involved in craniofacial development are highly conserved between the two species, the regulatory elements controlling those genes differ markedly. In dunnarts, regulatory elements linked to skin, nervous system, and muscle development were highly active, whereas in mice they were inactive or only weakly expressed.

An important feature of marsupial development is the postnatal retention of the periderm (a transient outer cell layer in embryonic skin). This may support gas exchange in prematurely born young. In addition, elevated activity of genes regulating sensory and muscle development suggests early maturation of mechanosensory and olfactory systems, which are essential for the newborn’s journey to the pouch. Notably, pharyngeal and facial muscles develop before the skeletal system, contrasting with the developmental sequence in placental mammals.

In summary, marsupials exhibit a unique reproductive strategy, in which young are born in an extremely underdeveloped state and survival depends on accelerated development of specific traits after birth. By comparing gene regulation in marsupials and placentals, researchers gain insights into how evolution shaped developmental pathways. Expanding genomic resources for the dunnart, such as genome editing tools and transgenic models, will further enhance its role as a powerful comparative system for evolutionary developmental biology.

## Introduction

The vertebrate head is a highly complex region of the body that plays a key role in an organism’s ecology by centralizing numerous structures involved in diet, sensory perception, and behavior (Francis-West and Crespo-Enriquez, 2016). Consequently, evolution has modified craniofacial development across lineages, producing a wide array of head morphologies concomitant with the diverse niches that vertebrates occupy. Craniofacial diversity among the major mammalian lineages, in particular, has long been of great interest, due to the striking differences in their developmental ontology.

Placental mammals are characterized by a long gestation with a high maternal investment during pregnancy, and a considerable degree of both orofacial and neurocranial development occurring in the embryo in utero. As a result, placental young experience little functional constraint during early developmental stages. By contrast, marsupials have a short gestation and give birth to highly altricial young that must crawl to the teat, typically located within the maternal pouch, where they complete the remainder of their development ex utero. This unique reproductive method is thought to have imposed strong pressures on the evolution and development of the limbs and head. In particular, marsupials show accelerated development of the nasal cavity, tongue, oral bones, and musculature relative to the development of the posterior end of the body (Nunn and Smith, 1998; Smith, 2006; Smith, 2001a; Cook et al., 2021), and generally when compared to placental embryonic development (Nunn and Smith, 1998; Smith, 2006; Smith, 1997). Additionally, aspects of the peripheral nervous system appear to be accelerated in the face. We and others have observed large medial nasal swellings early in marsupial development that are innervated and proposed to be necessary for the sensory needs of newborn young in their journey to the pouch (Veitch et al., 2000; Jones and Munger, 1985; Waite et al., 1994). Comparative morphometric studies have provided a wealth of evidence that this stark difference in craniofacial development has imposed different regimes of constraint on marsupial and placental mammals (Nunn and Smith, 1998; Smith, 2006; Cook et al., 2021; Smith, 1997; Spiekman and Werneburg, 2017; Koyabu et al., 2014; Goswami et al., 2016) with marsupials in particular showing significantly less interspecies variation in orofacial structures and nasal morphology than placental mammals (Goswami et al., 2016; Sears, 2004; Hüppi et al., 2018). In spite of these observations, the molecular mechanisms that underlie these differences in early craniofacial development between marsupial and placental mammals remain poorly understood.

Cis-acting regulatory regions have been proposed to play a significant role in morphological divergence in the face, with a number of well-described enhancers that fine-tune face shape in mammals (Attanasio et al., 2013). There is also some evidence of a role for regulatory regions in craniofacial heterochrony in marsupials. One recent study found a marsupial-specific region within a *Sox9* enhancer that drives early and broad expression in pre-migratory neural crest cell domains contributing to early migration of cranial neural crest cells relative to the mouse (Wakamatsu and Suzuki, 2019; Wakamatsu et al., 2014). However, no study has thus far attempted to compare the overall regulatory landscape between marsupials and placentals at developmentally comparable stages. Such surveys have the potential to provide functional insights into the loci controlling craniofacial heterochrony in mammals and consequently the causative evolutionary changes in the genome that have driven the divergent ontogenies of marsupials and placentals.

In recent years, the fat-tailed dunnart (*Sminthopsis crassicaudata*, hereafter referred to as the dunnart) has emerged as a tractable marsupial model species (Cook et al., 2021; Suárez et al., 2017). Dunnarts are born after 13.5 days of gestation and craniofacial heterochrony in line with what has been reported in other marsupials is readily observable (Nunn and Smith, 1998; Smith, 2006; Cook et al., 2021; Smith, 1997; Spiekman and Werneburg, 2017; Koyabu et al., 2014; Goswami et al., 2016), making this species an excellent system for comparative studies with placental models. The dunnart provides an ideal model in which to study the regulatory landscape during craniofacial development in marsupials, as they rely entirely on the advanced chondrocranium with bony elements of the skeleton not present until approximately 24 hr after birth (Cook et al., 2021). To investigate a potential role for regulatory elements in this heterochrony, we used chromatin immunoprecipitation (ChIP)-sequencing and RNA-sequencing on craniofacial tissue (fronto-nasal, mandibular, and maxillary prominences) collected from newborn dunnart pouch young. We performed a detailed characterization of chromatin marks during early craniofacial development and then comparative analyses with the placental laboratory mouse. Our work provides valuable insights into genomic regions associated with regulatory elements regulating craniofacial development in marsupials and their potential role in craniofacial heterochrony.

## Results

### Defining craniofacial putative enhancer and promoter regions in the dunnart

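Chromatin of the face of dunnart pouch young under 24 hours old was immunoprecipitated with antibodies against H3K4me3, a mark of active promoters, and H3K27ac, a mark of active promoters and enhancers. There were 2 replicates per mark, each a pool of young, with total DNA of the same pool as input. The deposited lists hold 156428 and 158331 H3K4me3 peaks and 200070 and 200992 H3K27ac peaks in replicates 1 and 2. The authors trimmed the reads, aligned them with Bowtie2 to the study's own dunnart assembly, removed duplicates and called peaks with MACS2 on each replicate against its input. Each peak carries its fold enrichment over input and the -log10 of its p-value and q-value. The lists hold peaks and no read totals, so the sequencing depth behind a single peak is unknown from them. The paper gives a q under 0.05 in its results and an FDR-corrected p under 0.01 in its methods. Peaks with q under 0.05 were kept, which left 148361 and 154327 H3K4me3 peaks and 197508 and 198269 H3K27ac peaks. A peak counted as reproducible when it shared at least 50% of the length of either peak with a peak of the other replicate, and it kept the interval of replicate 1 and the mean fold enrichment of both. Gene models are those of the count table of the same series, on the same scaffolds, and the transcription start site (TSS) is the outermost exon end of each of 21703 genes. Peaks and genes are not replicates, so every p-value over them describes these pools.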

After validating the ability of our antibodies to enrich for dunnart chromatin marks (see Appendix), ChIP-seq libraries were sequenced to average depth of 57 million reads and mapped to a de novo assembly of the dunnart genome generated for this study (see Methods). 

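In the newborn dunnart face, 108146 regions carried H3K4me3 in both pools and 148724 carried H3K27ac in both. They covered 142 Mb and 189 Mb of the assembly, with a median length of 790 bp and 721 bp. Of the replicate 1 peaks, 72.9% for H3K4me3 and 75.3% for H3K27ac had a partner in replicate 2. The 36822 H3K4me3 peaks of replicate 1 that shared no base with replicate 2 were weaker, at a median fold enrichment of 3.45 against 4.62 for the reproducible ones. For H3K27ac the medians were 3.39 over 45947 unmatched peaks and 4.90 over the reproducible ones.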

Peak calling with MACS2 (*q* < 0.05) identified 80,989 regions reproducibly enriched for H3K4me3 and 121,281 regions reproducibly enriched for H3K27ac in dunnart facial prominence tissue. As this is the first epigenomic profiling for this species, we performed extensive data quality control to ensure the robustness of the data. Similar to previous studies (Villar et al., 2015; Heintzman et al., 2009; Zhu et al., 2013; Cain et al., 2011; Santos-Rosa et al., 2002), we found that H3K4me3 often (62% of all H3K4me3 peaks) co-occupied the genome with H3K27ac (Figure 1A) while 50% of H3K27ac-enriched regions were only associated with this mark (Figure 1A). 

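Most H3K4me3 regions of the dunnart face lay in chromatin that also carried H3K27ac. A pair of peaks sharing at least 50% of both lengths was present for 57685 H3K4me3 peaks, or 53.3%, while 21666 (20.0%) shared no base with H3K27ac. Of the H3K27ac peaks, 69124 (46.5%) shared no base with H3K4me3. When the H3K27ac peaks were placed at random within their scaffolds, in 100 seeded shuffles, 2.75% to 3.03% of H3K4me3 peaks had such a pair and 86.8% to 87.2% of H3K27ac peaks stood alone. Within single pools the shares with both marks were 52.2% and 54.1%, and those with H3K27ac alone were 44.9% and 42.3%. When both marks needed only 1 shared base, 80.0% of H3K4me3 peaks carried both. The paper states that this co-occupancy is like that of earlier studies.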

Active enhancers are generally enriched for H3K27ac (Villar et al., 2015; Creyghton et al., 2010) while sites of transcription initiation (active promoters) can be identified as being marked by both H3K27ac and H3K4me3 (Cain et al., 2011; Santos-Rosa et al., 2002).

**Figure 1.**
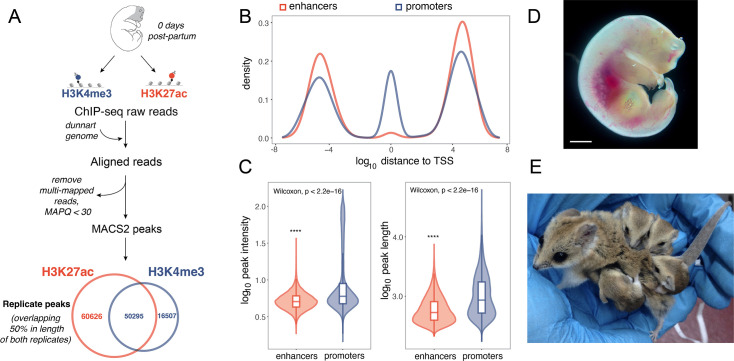
Analysis workflow and quality control of H3K4me3 and H3K27ac peaks in the fat-tailed dunnart (*Sminthopsis crassicaudata*). (**A**) Drawing of a D0 dunnart pouch young with dissected orofacial tissue shown in gray. Short-read alignment and peak calling workflow and numbers of reproducible peaks identified for H3K27ac (orange), H3K4me3 (blue) for craniofacial tissue. (**B**) Log_10_ distance to the nearest TSS for putative enhancer (orange) and promoters (blue). (**C**) Log_10_ of peak intensity and peak length are represented as boxplots and violin plots for putative enhancers (orange) and promoters (blue). Peak intensities correspond to average fold enrichment values over total input DNA across biological replicates. (**D**) Dunnart pouch young on the day of birth. Scale bar = 1 mm. (**E**) Adult female dunnart carrying four young. Statistical significance (Wilcoxon, FDR-adjusted, p < 0.00001) compared to cluster 1 promoter-associated peaks is denoted by ****.

We initially defined promoters as those marked by only H3K4me3 or with >50% of reciprocal peak length for H3K27ac and H3K4me3 peaks, and enhancers as those marked only by H3K27ac, identifying 66,802 promoters and 60,626 enhancers. 

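Split by mark, the reproducible peaks of the dunnart face gave 79351 promoter-associated and 69124 enhancer-associated regions. The promoter-associated ones with both marks had a mean fold enrichment of H3K4me3 of 14.7 and a median length of 1063 bp. Those with H3K4me3 only were weaker and shorter, at a mean of 4.64 and a median length of 533 bp. Enhancer-associated peaks had a mean fold enrichment of H3K27ac of 4.49 and a median length of 489 bp. Among promoter-associated peaks 11593 of those with both marks and 318 of those with H3K4me3 only lay under 1 kb from a TSS. No test was run on these counts.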

Enhancers were located on average 77 kb from TSS, while promoters were located on average 106 kb from the nearest TSS, despite there being a greater number of peaks located <1 kb from the TSS (1008 enhancers vs. 9023 promoters; Figure 1B). This was an unexpected finding as a large fraction (0.41) of promoters were located >3 kb from an annotated TSS (see Appendix). 

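Near genes the classes parted: 11911 promoter-associated peaks lay under 1 kb from a TSS, or 15.1% of them without the 469 on scaffolds with no gene, which have no distance, against 1345 enhancers, or 1.95%. The mean distance to the nearest TSS was 92.6 kb for enhancers and 130.5 kb for promoters, but the medians ran the other way, at 43.8 kb and 33.5 kb. The H3K4me3-only peaks were the remote ones, with a mean of 276 kb and a median of 107 kb, while those with both marks had a mean of 76.6 kb. The annotation sets these distances: measured to genes with a symbol alone, the means were 140.5 kb and 205 kb.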

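In the dunnart face 64310 promoter-associated peaks lay over 3 kb from an annotated TSS, a fraction of 0.815 of those on a scaffold with a gene. The fraction differed by kind, at 76.2% of peaks with both marks and 96.0% of peaks with H3K4me3 only. Few of the distant peaks were as strong as promoters at a TSS: 7821 of them, or 12.2%, reached a fold enrichment of 7.00, the 10th percentile of high-confidence promoters.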

H3K4me3 activity at enhancers is well established (Koch and Andrau, 2011; Pekowska et al., 2011); however, compared to H3K4me3 activity at promoters, H3K4me3 levels at enhancers are low (Calo and Wysocka, 2013). This is in line with our observations that H3K4me3 levels at enhancers were nearly seven times lower than those observed at promoter regions (see Appendix for details). 

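H3K4me3 was strong at gene starts and weak away from them. The 17657 peaks within 3 kb of a TSS had a mean fold enrichment over input of 33.1, against 5.92 for the 89985 peaks farther away, a ratio of 5.60. The ratio was 5.41 in replicate 1 and 5.77 in replicate 2. The median fell from 26.3 to 4.49. A two-sided Mann-Whitney test over peaks gave a p smaller than the software can represent. With boundary 1 kb in place of 3 kb, the ratio of H3K4me3 fold enrichment near to far from the TSS was 6.64. From this difference, together with earlier work on enhancers, the paper proposes that some distal peaks may reflect gaps in the annotation and that the majority likely belong to enhancers.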

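Grouped by distance, 11138 promoter-associated peaks clustered at a TSS of the dunnart annotation, none farther than 218 bp from it. They belong to 11136 genes. The strongest had fold enrichments of 127 at NUFIP2, 124 at NFAT5, a transcription factor of the response to osmotic stress, 124 at IRF2BP2 and 123 at DNAJC7. Strength of the mark and abundance of the transcript were not the same thing, since NUFIP2 stood at 11.4 ± 0.666 TPM (SD, n = 3 libraries) and EIF4G2, a translation initiation factor with a promoter fold enrichment of 122, at 915 ± 156. Developmental regulators of the face had such promoters too, with fold enrichments of 66.4 at TWIST1, 57.0 at MSX1 and 53.6 at DLX5. Grouping used k-means with 3 centers on the signed log10 of the distance plus 1.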

Distance from TSS is frequently used to filter putative promoters from other elements, therefore, we grouped peaks characterized as promoters based on their distance to the nearest TSS (see Methods), resulting in 12,295 high-confidence promoters for all of the following analyses (see Appendix).

### Candidate dunnart regulatory elements are associated with highly expressed genes involved in muscle, skin, and bone development

Next, we asked what biological processes are associated with active regulatory regions in the dunnart face. To accomplish this, we linked peaks to genes in order to associate functional annotations of coding genes with the candidate regulatory elements that likely regulate their expression. To make use of resources available in model organisms such as GO databases, we converted all dunnart gene IDs to mouse orthologous genes for downstream applications. This reduced the dataset to 35,677 putative enhancers and 8589 promoters near (within 1 Mbp) genes with a one-to-one ortholog in mouse (Supplementary file 1a).

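In the dunnart files, 68739 enhancers (99.4%) had a TSS within 1 Mb, and 14353 genes received at least 1 enhancer, with a median of 3. Genes with a symbol received 48419 enhancers and 9379 high-confidence promoters. NFIA, a transcription factor of glial and mesenchymal development, received the most, 81, followed by AUTS2 with 67 and GALNT17 with 65. WNT5A, a signal for outgrowth of the facial prominences, received 59 and stood at 91.1 ± 29.1 TPM (SD, n = 3 libraries). A large number of enhancers did not go with abundant transcript at each gene: SUGCT received 63 at 0.559 ± 0.310 TPM. Enhancers were given to the nearest TSS, so a gene with a long territory around its TSS can collect more of them. Territories measured 746 kb at NFIA, 801 kb at AUTS2, 1013 kb at GALNT17 and 570 kb at SUGCT. The median of genes with a symbol was 66.9 kb, and the ranking was not adjusted for territory. The conversion to mouse orthologs was not repeated here, so these numbers are over dunnart gene models.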

We found that gene annotations for both promoters and enhancers were enriched for 23% of the same GO terms, including cellular processes (protein localization to plasma membrane, protein localization to cell periphery, regulation of cell morphogenesis, positive regulation of cell migration) and development (axon development, camera-type eye development, muscle tissue development, striated muscle development). By contrast, 44% of GO terms were uniquely enriched among genes assigned to promoters and were related to mRNA processing, transcription, mRNA stability, cell cycle, and mRNA degradation (Figure 2A, Supplementary file 1b) and uniquely enriched GO terms for genes assigned to candidate enhancers corresponded to processes indicative of early embryonic development (Figure 2A, Supplementary file 1c).

**Figure 2.**
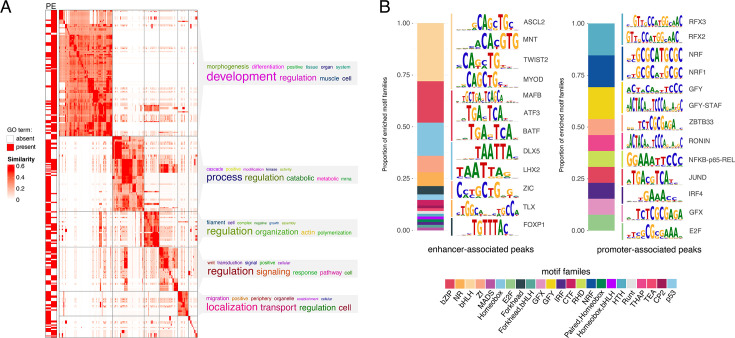
Predicted functional enrichment for dunnart peaks. (**A**) 304 significantly enriched GO terms clustered based on similarity of the terms. The function of the terms in each group is summarized by word clouds of the keywords. Rows marked by P were driven by genes linked to putative promoters, rows marked by E were driven by genes linked to putative enhancers. (**B**) Enriched TF motifs for transcription factor families (HOMER). PWM logos for preferred binding motifs of TFs are shown. The letter size indicates the probability of a TF binding given the nucleotide composition.

**Figure 2—figure supplement 1.**
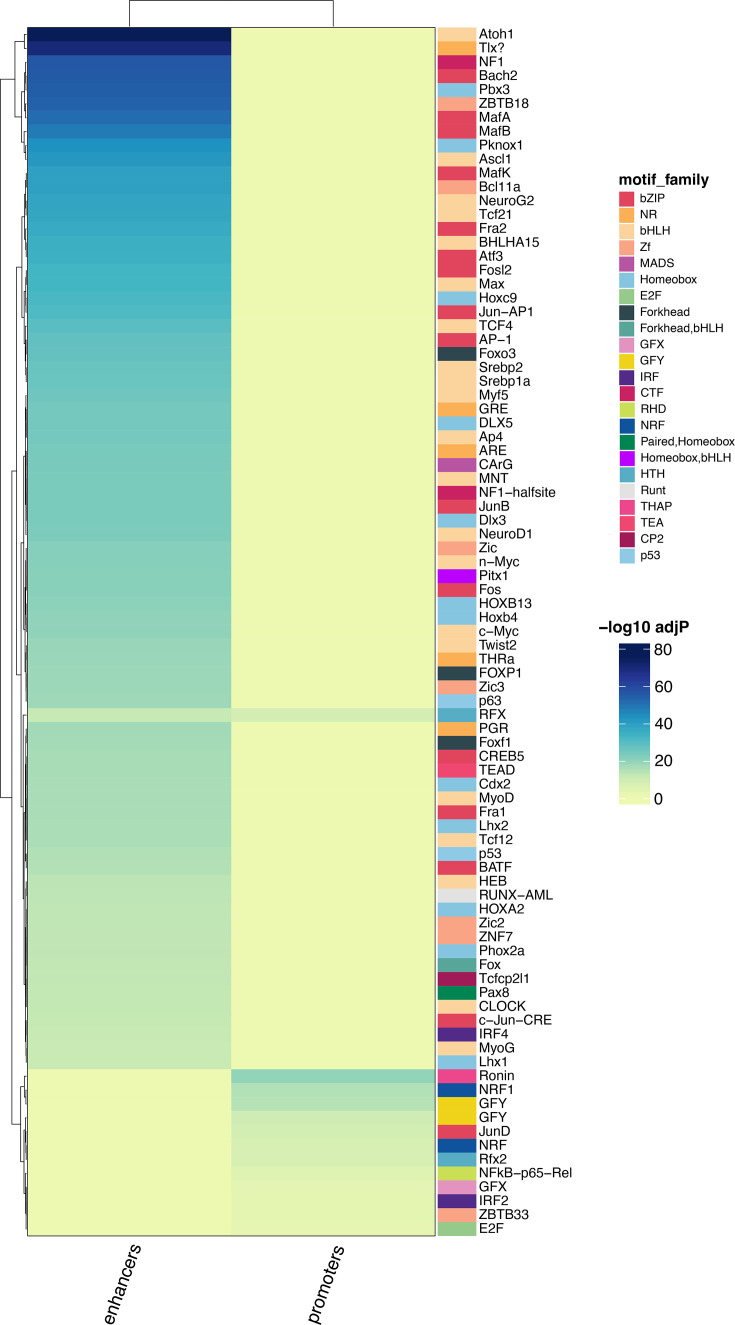
Homer motif enrichment for dunnart promoters and enhancers for the top 20 enriched TF families. Log_10_ FDR adjusted p-value scores are shown as a heatmap in enhancers and promoters. Individual TFs are labeled on the right-hand side of the heatmap. Distinct colors represent TF families.

Terms related to facial skeleton development were enriched among genes assigned to putative dunnart enhancers, including bone cell development, muscle cell development, secondary palate development, roof of mouth development, and mesenchyme development, consistent with dunnart craniofacial morphology (Cook et al., 2021). 

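Genes of facial development mostly had enhancers in the dunnart face, but so did most genes. Of 24 annotated genes of craniofacial signaling, among them SHH, BMP4, FGFR1 and WNT5A, 22 had at least 1 enhancer, and of 28 genes of neural crest and facial mesenchyme 25 did. All 10 myogenic regulators, all 11 olfactory and vomeronasal genes and all 9 genes upstream of osteoblast differentiation had an enhancer, as did 12 of 13 periderm genes, 11 of 14 cartilage genes, 8 of 11 genes of osteoblasts and mineralized bone and 14 of 18 genes of muscle contraction. Of other genes with a symbol 70.4% had one. None of these shares passed a two-sided Fisher's exact test after Benjamini-Hochberg adjustment over 28 lists, with an adjusted p of 0.163 for craniofacial signaling and 0.164 for neural crest and facial mesenchyme. Lists with an enhancer at every member did not pass either, with an adjusted p from the exact test of 0.231 for the 9 osteoblast genes and 0.164 for the 10 myogenic and 11 olfactory genes, so the test says little about an excess in lists this short. HOX genes of paralog groups 8 to 13, which pattern the trunk, limbs and tail, were the exception, with an enhancer at 1 of 16 (adjusted p = 3.71e-06). Against random lists matched on the length of territory around the TSS, the adjusted p of that list was 0.403. Such matched lists had an enhancer at 91.0% of genes for craniofacial signaling, against 91.7% in the list itself. For neural crest and facial mesenchyme the shares were 85.3% in matched lists and 89.3% in the list. Genes with territories as long therefore had shares close to those of these lists. The lists were fixed beforehand in place of gene ontology terms, which were not used here.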

Enhancers active near important palate genes (Won et al., 2023; Zarate et al., 2024) such as *SHH*, *SATB2*, *MEF2C*, *SNAI2*, and *IRF6* in the dunnart at birth may highlight potential regulatory mechanisms driving early palatal closure. In addition, terms related to the development of the circulatory system, including regulation of vasculature development, circulatory system process, and blood circulation were enriched among genes linked to predicted enhancer regions (e.g., *ACE*, *PDGFB*, *GATA4*, *GATA6*, *VEGFA*). This is consistent with observations that show the oral region of newborn dunnarts is highly vascularized, with blood vessels visible through their translucent skin at birth (Cook et al., 2021).

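Enhancers lay near SHH and MEF2C in the newborn dunnart face. SHH, the signal of the oral and palatal epithelium, had 11 enhancers and was expressed at 13.6 ± 4.21 TPM (SD, n = 3 libraries). MEF2C, a transcription factor of muscle and neural crest, had 11 and stood at 29.9 ± 9.78 TPM. SNAI2, a regulator of neural crest migration, was higher than both, at 81.2 ± 7.47 TPM, with no enhancer and no high-confidence promoter assigned. The strongest enhancers had a fold enrichment of 5.67 for SHH, at 23.5 kb from the TSS, and 5.76 for MEF2C, at 81.0 kb. Peaks were given to the nearest TSS, which need not be the gene they regulate. The paper proposes that such enhancers may point to possible regulatory mechanisms of early palatal closure.

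**Figure D1:**
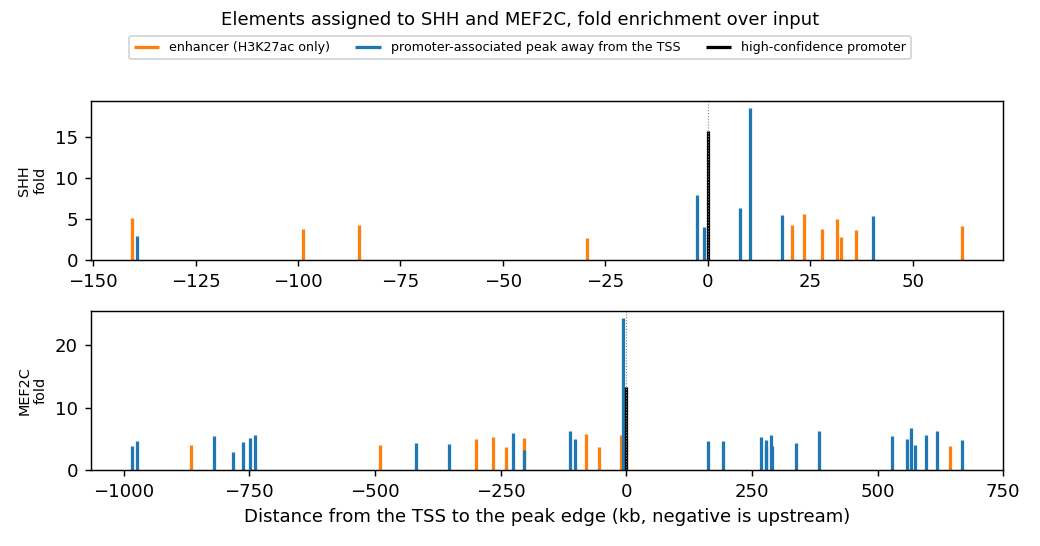
Fold enrichment over input (vertical axis) of the peaks assigned to SHH and MEF2C against the distance from the TSS in kb (horizontal axis, negative is upstream, a different scale per gene). Orange lines are enhancers, blue lines promoter-associated peaks away from the TSS and black lines high-confidence promoters.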

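The circulatory genes differed widely in the dunnart face. VEGFA, the main growth signal of blood vessels, was expressed at 78.1 ± 8.65 TPM (SD, n = 3 libraries) and had 15 enhancers. PDGFB, which recruits cells to the vessel wall, stood at 7.27 ± 2.27 TPM with 8 enhancers. The heart regulators GATA4 and GATA6 were barely detected, at 0.0532 ± 0.0684 and 0.340 ± 0.127 TPM. GATA4 had 3 enhancers and GATA6 had none. No gene model carries the symbol ACE. Of 8 endothelial genes all were expressed and 7 had an enhancer, with CDH5, the cadherin of endothelial junctions, at 30.8 ± 4.23 TPM and 20 enhancers, and TIE1 at 32.0 ± 9.37 TPM and 1 enhancer. The share with an enhancer was not past the test, at an adjusted p of 0.722.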

To gain further insight into dunnart gene regulation at this developmental stage, we scanned putative enhancers and promoters for 440 known Homer vertebrate motifs and tested for enriched TFs (Heinz et al., 2010). Enhancers were significantly enriched for 170 TFs relative to a background set of random GC- and length-matched sequences (FDR-corrected, p < 0.01), including those with known roles in differentiation of cranial neural crest cells (TWIST, HOXA2), skeletal morphogenesis (DLX5, CREB5, HOXA2), bone development (ATF3, RUNX), cranial nerve development (ATOH1), and/or facial mesenchyme development (LHX2, FOXP1, MAFB; Figure 2B, Figure 2—figure supplement 1). Consistent with the GO enrichment, TFBS in promoter sequences were dominated by transcriptional initiation regulatory sequences, with significant enrichment for 13 TFs (FDR-corrected, p < 0.01) including RFX3, RFX2, NRF, NRF1, GRY, ZBTB33, RONIN, JUND, and GFX (Figure 2B, Figure 2—figure supplement 1).

Next, we assessed predicted target gene expression by performing bulk RNA-seq in dunnart face tissue collected on the day of birth. 

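RNA of the face of dunnart young on the day of birth was sequenced in 3 libraries, each from a pool of 2 young. The deposited table gives fragment counts per gene over exons and the summed exon length. The authors trimmed the reads, aligned them with HISAT2 and counted them with featureCounts, by strand, on Tasmanian devil gene models lifted to the dunnart assembly. The libraries hold 17419099, 16358621 and 16096971 counts. TPM was computed here from counts and exon length over 21692 genes. A gene on 2 broken lines of the table was left out of expression, which concerned 11 genes. Over genes, the libraries correlated at a Pearson r of 0.985 to 0.988 on the log2(TPM + 1) scale. With a single condition there is no group to test, so values are given as mean and SD over the 3 libraries. The table names its columns FP1 to FP3 without replicate numbers, and they are called libraries. Transcript was concentrated in few genes, with 17.0% of TPM in the top 20. FTH1, the ferritin heavy chain, led at 26339 ± 4012 TPM. Models with only a LOC identifier came next, the highest at 21276 ± 5480 TPM. TPT1, at rank 15, and ACTG1, at rank 30, stood at 4858 ± 282 and 3237 ± 499.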

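In the newborn face 12250 genes were expressed above 1 TPM in each of the 3 libraries, and 10835 of them, or 88.4%, had an enhancer or a high-confidence promoter. Among genes not expressed by this rule 71.1% had such an element (odds ratio 3.11, two-sided Fisher's exact test, p = 1.12e-226). The promoter carried most of the difference, present at 71.4% of expressed and 25.2% of other genes (odds ratio 7.39). An enhancer was present at 68.3% and 63.3% (odds ratio 1.25, exact test, p = 1.92e-14). Expressed genes with neither numbered 1415, among them SNAI2 and GATA1, the regulator of red cell formation, at 21.7 ± 1.93 TPM. TNNI2, the fast skeletal troponin I, had neither at 4354 ± 802 TPM.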

There were 12,153 genes reproducibly expressed at a level >1 TPM across three biological replicates, with the majority of genes expressed (67%; 8158/12,153) associated with an active enhancer and/or promoter peak. 

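Seen from the elements, 39307 enhancers (56.9%) and 8744 high-confidence promoters (78.5%) had an expressed gene at the nearest TSS. Stronger promoters went with more transcript: in the lowest quartile of H3K4me3 fold enrichment 43.6% of genes were expressed, with a median of 0.995 TPM, and in the highest 96.7% were, with a median of 34.7 TPM. Across 11127 genes, which are not replicates, Pearson r was 0.512 and Spearman rho 0.538 between the log10 of fold enrichment and log2(TPM + 1), each with a permutation p of 1e-05, the smallest that 100000 permutations can give. Single genes depart from this trend: TNNT3, a fast troponin T, stood at 6074 ± 1026 TPM with a promoter fold enrichment of 9.84. ATP2A2, a calcium pump that the paper names for muscle, followed the trend, at 953 ± 237 TPM with a fold enrichment of 90.9.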

Most enhancers (78% of all enhancers, Supplementary file 1d) or promoters (87% of all promoters, Supplementary file 1e) were linked to a reproducibly expressed gene in the dunnart (Figure 3A). Additionally, the majority of reproducibly expressed genes near a regulatory peak (61%) were associated with both an enhancer and promoter region (Figure 3B), highlighting the correspondence in active regulatory elements and expressed genes at this time point in the dunnart face. 

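Of the expressed genes with an element, 57.9% had both an enhancer and a high-confidence promoter. Among these 6275 genes are MYOD1, the master regulator of skeletal muscle, with 6 enhancers, and FGFR2, a receptor of suture and limb growth, with 23. Their median expression was 20.7 TPM, with library medians of 18.7 to 24.1. Genes with a promoter only had a median of 26.2 TPM and genes with an enhancer only 14.5 TPM. Expressed genes with neither element had a median of 24.4 TPM, so those with both did not have the most transcript. Having a promoter separated expressed from other genes, since 79.2% of genes with both and 77.0% with a promoter only were expressed, against 32.5% with an enhancer only and 34.2% with neither. The median of promoter-only genes was above that of genes with both in FP1, FP2 and FP3, and no test across libraries was run. The paper concludes that active elements and expressed genes correspond at this stage.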

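Genes of craniofacial signaling stood out among those over 10 TPM with both an enhancer and a high-confidence promoter: 17 of 24 belonged, or 70.8%, against 29.5% of other genes with a symbol. FGFR1, a receptor of skeletal growth signals, had 19 enhancers at 83.4 ± 20.7 TPM (SD, n = 3 libraries), and CTNNB1, the effector of WNT signals, had 9 at 559 ± 73.9 TPM. Periderm genes, of the outer layer of embryonic skin, belonged in 9 of 13 cases, with KRT18 at 90.1 ± 11.1 TPM, and genes upstream of osteoblast differentiation in 7 of 9. HOX paralogs 8 to 13 belonged in 0 of 16. In two-sided Fisher's exact tests, adjusted over 28 lists, p was 0.000979 for signaling and 0.0351 for each of the other 3. Head myogenesis, with 5 of 6, and neural crest and facial mesenchyme, with 15 of 28, both had an adjusted p of 0.0511. Endothelium had 1 of 8 (adjusted p = 0.600). Neural crest passed over 5 TPM (exact adjusted p = 0.0224) and without FP3 (0.0271), and head myogenesis passed over 20 TPM (0.0158). Against expressed genes alone no list tested passed, with an adjusted p from the exact test of 0.0507 for signaling. The HOX list, with 1 expressed member, was too short to be tested there. Over 20 TPM the osteoblast and periderm lists passed (exact adjusted p = 0.00704 each). Over 5 TPM these lists had an exact adjusted p of 0.0710 each, and against lists matched on territory a permutation p, adjusted, of 0.169 and 0.151. The HOX list had 0.0524 without FP2 and 0.127 over 20 TPM, both exact, and 0.382 by permutation against matched lists. The osteoblast and head myogenesis lists hold genes the paper named for exceeding 20 TPM in these libraries. So do the signaling list, with FGFR1, and the neural crest list, with MSX1. The periderm list holds KRT17 and SFN, which the paper named as highly expressed. The shares of all these lists are therefore not independent of these libraries. The category over 10 TPM held 4436 genes.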

Genes with a medium-to-high expression level at this stage (>10 TPM) and associated with at least one putative enhancer and promoter were enriched for biological processes including ‘in utero embryonic development’, ‘skeletal system development’, ‘muscle tissue development’, ‘skin development’, ‘vasculature development’, and ‘sensory organ development’ (Figure 3C, Supplementary file 1f). Enrichment for the term ‘in utero embryonic development’ is indicative of the altricial nature of the dunnart neonate. In a previous study, we showed that in the dunnart, ossification begins post-birth (day of birth young corresponding approximately to embryonic day (E) 12.5 in mouse) and that the dunnart neonate instead likely relies on the well-developed cranial muscles and an extremely large chondrocranium for structural head and feeding support during early pouch life (Cook et al., 2021; Clark and Smith, 1993). 

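Muscle genes were abundant in the newborn face. MYL1, a myosin light chain of fast fibers, stood at 7307 ± 652 TPM (SD, n = 3 libraries), MYOD1 at 261 ± 45.8, MYF6 at 85.6 ± 29.8, MYOG at 50.2 ± 17.8, and PAX3, which marks muscle progenitors, at 30.0 ± 2.95, and with MEF2C all 6 exceeded 20 TPM. All 9 genes upstream of osteoblast differentiation did too, from DLX5 at 34.5 ± 9.36 TPM to CEBPA at 128 ± 89.2. ALPL, the phosphatase of mineralizing cells, stood at 101 ± 13.6 TPM and MSX1 at 100.2 ± 14.1. Of the 3 chondrogenesis genes, FGFR1 and COL2A1, the main collagen of cartilage, exceeded 20 TPM, COL2A1 at 51.6 ± 34.3, and SOX9, the regulator of cartilage fate, stood at 16.3 ± 3.65. Of 11 annotated genes of osteoblasts and mineralized bone 8 were expressed and 6 exceeded 20 TPM, with a list median of 101 TPM. Its highest members were SPARC at 2799 ± 304 TPM, COL1A2 at 1744 ± 639.5 and COL1A1 at 1279 ± 509. Of the genes the paper names for myogenesis, chondrogenesis and osteoblasts, CEBPA and COL2A1 had the largest SD relative to the mean. CEBPA stood at 41.9, 220 and 123 TPM in FP1, FP2 and FP3, and was below ALPL and MSX1 in FP1.

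**Figure D2:**
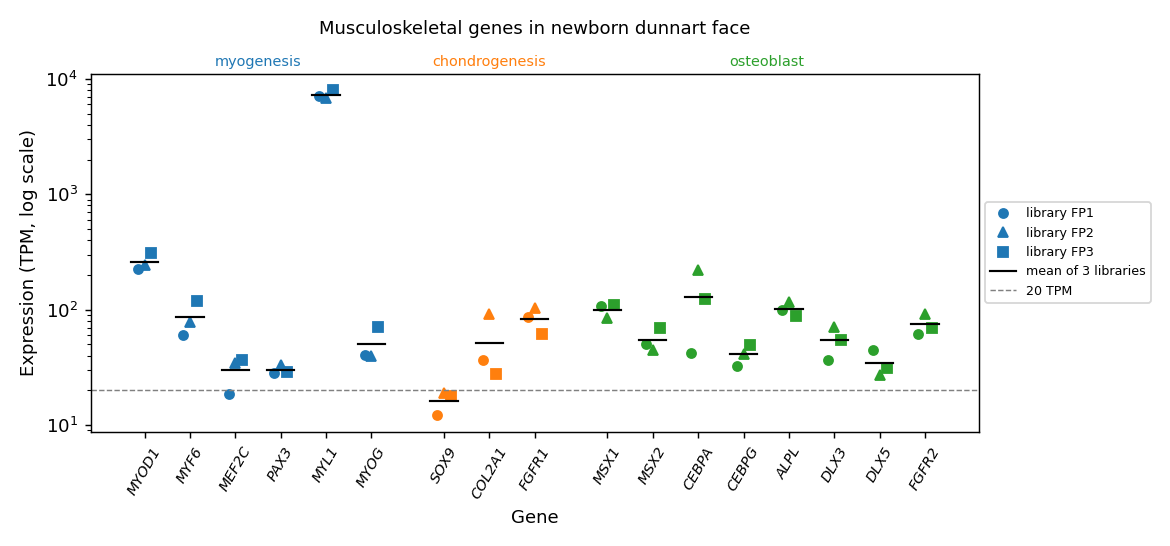
TPM on a log scale (vertical axis) of myogenesis, chondrogenesis and osteoblast genes (horizontal axis) in newborn dunnart face. Points are the 3 libraries, black bars their mean and the dashed line 20 TPM, which SOX9 does not reach.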

Consistent with this, we observed high expression (>20 TPM) of the key head myogenesis genes (Bentzinger et al., 2012; Buckingham, 2017; Lin et al., 2006), *MYOD1*, *MYF6*, *MEF2C*, *PAX3*, *MYL1*, and *MYOG*, essential genes regulating chondrogenesis (Lefebvre et al., 2019; Yip et al., 2019), *SOX9*, *COL2A1*, and *FGFR1* and genes that act upstream of osteoblast differentiation (Qi et al., 2003; Huang et al., 2007), *MSX1*, *MSX2*, *CEBPA/G*, *ALPL*, *DLX3*, *DLX5*, *FGFR1*, and *FGFR2* (Supplementary file 1d, e).

**Figure 3.**
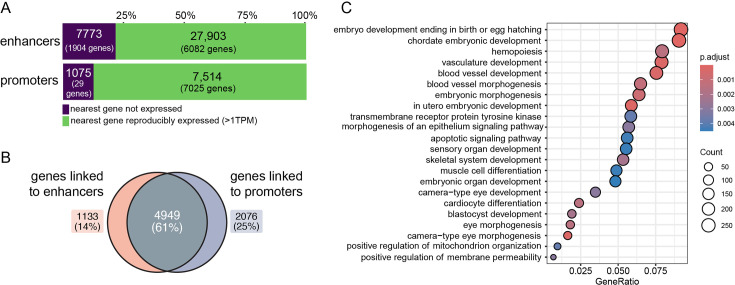
Genes linked to craniofacial enhancers and promoters in the dunnart are reproducibly expressed and involved in embryonic vasculature, muscle, skin, and sensory system development. (**A**) The majority of nearest genes assigned to candidate enhancers and promoters were reproducibly expressed in dunnart face tissue, and (**B**) reproducibly expressed genes in dunnart were associated with both a promoter and enhancer region. (**C**) Biological processes enriched for genes medium to highly expressed (>10 TPM) and linked to both a promoter and enhancer region (FDR-corrected, p < 0.01).

### Comparative analyses of regulatory elements in mouse and dunnart reveal conserved and dunnart-specific enhancers during craniofacial development

Previously, we defined the postnatal craniofacial development of the dunnart and characterized the developmental differences between dunnart and mouse (Cook et al., 2021). Marsupials, including dunnarts, have accelerated development of the cranial bones, musculature, and peripheral nerves when compared to placental mammals such as the mouse (Nunn and Smith, 1998; Smith, 2006; Smith, 2001a; Cook et al., 2021; Smith, 1997; Veitch et al., 2000; Jones and Munger, 1985; Waite et al., 1994). Having now characterized the chromatin landscape of the dunnart’s craniofacial region, we next compared it to that of a placental mammal. From our morphological study of dunnart craniofacial bone development, we estimated that craniofacial development in the newborn dunnart is approximately equivalent to E12.5 in mouse (Cook et al., 2021). However, we compared the dunnart to all available stages in the mouse to also provide insights into the regulation of additional craniofacial features (e.g., muscle, cranial nerves, sensory system, and skin). To do this, we took advantage of publicly available craniofacial ChIP-seq data for H3K4me3 and H3K27ac generated by the mouse ENCODE consortium (He et al., 2020) spanning multiple developmental time points (E10.5–E15.5).

After applying consistent peak calling and filtering parameters to the dunnart ChIP-seq data, we found ~17K enhancers and ~10K promoters per stage in the mouse (Figure 4A, see Appendix for details). The features of mouse predicted enhancer and promoters (percentage CpG, GC content, distance from TSS, peak length, and peak intensity) were consistent with the observations in the dunnart (Figure 4A, Figure 4—figure supplement 1). After building dunnart-mm10 liftover chains (see Methods and Appendix for details), we compared mouse and dunnart regulatory elements. The alignability (conserved sequence) for dunnart enhancers to the mouse genome was ~13% for 100 bp regions (Supplementary file 1v). Between 0.74% and 6.77% of enhancer regions out of all alignable enhancers were present in both mouse and dunnart (Supplementary file 1g). In contrast, between 45% and 57% of alignable promoter regions were present in mouse and dunnart (Supplementary file 1g). Although this is a small fraction of the total peaks (~8% for promoters and ~0.5% of enhancers; Supplementary file 1g), it suggests that, consistent with the literature (Villar et al., 2015), promoter regions are more stable over large evolutionary distances and that shifts in developmental timing of craniofacial marsupials may be more likely to be driven by recently evolved enhancer regions in marsupials.

**Figure 4.**
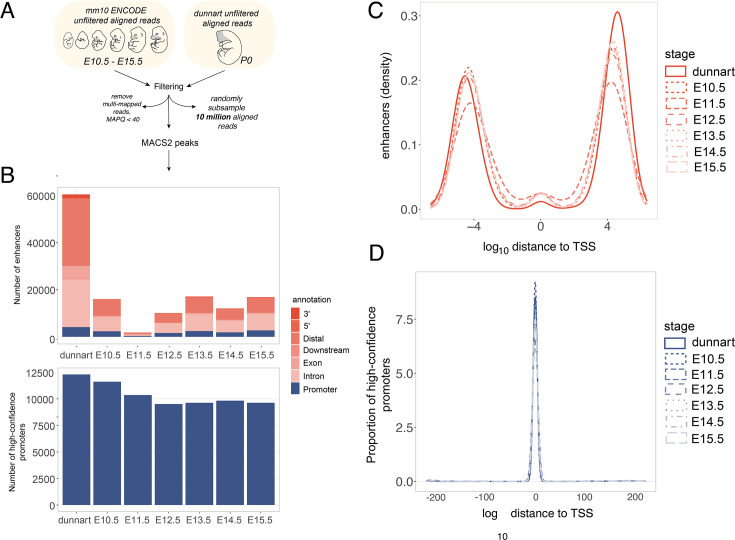
Analysis workflow and features of H3K4me3 and H3K27ac enhancers and promoters in dunnart and mouse. (**A**) Alignment filtering and peak calling workflow and (**B**) number of reproducible predicted regulatory elements identified in the dunnart and mouse embryonic stages. Log_10_ of distance to the nearest TSS for putative (**C**) enhancers and (**D**) promoters.

**Figure 4—figure supplement 1.**
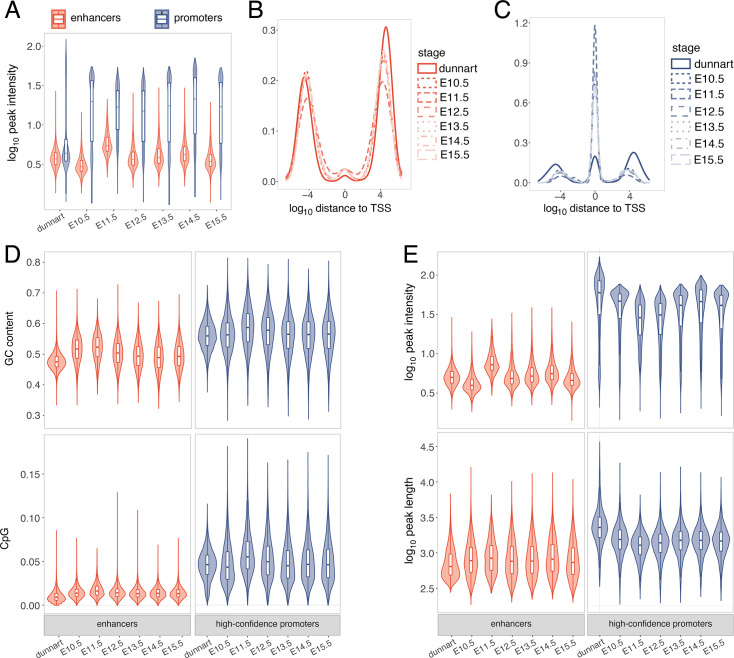
Features of predicted promoters and enhancers in the dunnart and mouse. (**A**) Log_10_ peak intensity (measure of enrichment) for enhancers (orange) and promoters (blue) prior to filtering. (**B, C**) Log_10_ distance to the nearest TSS for enhancers (orange) and promoters (blue). After clustering and filtering for high-confidence promoters, we observed consistent patterns for features including (**D**) CpG and GC content and (**E**) Log_10_ peak intensity and Log_10_ peak length.

To further contextualize the regulatory patterns in the dunnart compared to mouse, we retrieved mouse gene expression data from embryonic facial prominence tissue collected from E10.5 to E15.5 in the mouse ENCODE database (He et al., 2020), and incorporated this into our comparative analyses. We considered only one-to-one orthologous genes in mouse and dunnart. Predicted dunnart enhancers with sequence conservation in mouse and matching peak activity at any of the five mouse embryonic stages (461 regions) were located near genes reproducibly expressed (>1 TPM, 89%) in both species (Supplementary file 1h). Genes in this group were enriched for core developmental and signaling processes: BMP signaling, cartilage development, ossification, skeletal development, and chondrocyte differentiation (Supplementary file 1i). Taking the predicted dunnart enhancers alignable to the mouse but without a matching peak, we looked at nearby genes and compared expression between mouse and dunnart. For the 4311 dunnart-specific enhancers, we found that 2310 (54%) were linked to genes expressed >1 TPM in all stages and species, suggesting that these genes in mouse could be regulated by a different set of regulatory regions or could be accounted for by the reduced enrichment in the mouse ENCODE ChIP-seq face datasets for H3K27ac (Figure 4—figure supplement 1). We found a smaller subset (179 regions, 114 unique genes) where the nearest genes were highly expressed (>10 TPM) only in the dunnart with low to no activity in the mouse at any of the embryonic stages (E10.5–E15.5; Supplementary file 1j). This included genes involved in cranial neural crest proliferation and migration (*INKA2*, *TFAP2E*, *OVOL2*, *GPR161*), keratinocyte proliferation (*PLAU*, *HOXA1*), embryonic myogenesis (PDF4), development of the ectodermal placodes and sensory systems (*CNGA2*, *ELF5*, *EDN1*, *HOXA1*, *ATOH1*, *NPHP4*, *CFD*, *WNT2B*) and vomeronasal sensory neuron development (*TFAP2E*; Supplementary file 1j).

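All 13 of these genes that the annotation names were expressed in the dunnart face and had at least 1 enhancer, and 10 exceeded 10 TPM. The paper chose these genes for a nearby enhancer and over 10 TPM in the dunnart, from the same libraries. Their expression and enhancers here are therefore not independent of that choice. INKA2 stood at 25.4 ± 1.54 TPM (SD, n = 3 libraries) with 7 enhancers, TFAP2E, of vomeronasal neurons, at 19.6 ± 2.02 with 1, and PLAU, a protease of migrating keratinocytes, at 18.8 ± 0.530 with 4. CNGA2, a channel subunit of olfactory neurons, stood at 15.5 ± 8.40, WNT2B at 14.4 ± 3.46, ELF5, an epithelial factor, at 14.2 ± 6.34, GPR161 at 13.4 ± 6.08 and NPHP4, of the cilium, at 10.9 ± 3.82. Below 10 TPM were OVOL2 at 9.21 ± 0.589, CFD at 8.21 ± 4.86 and EDN1, a signal that patterns the lower jaw, at 6.67 ± 0.773. No gene model carries the symbol PDF4. The mouse libraries were not analysed here.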

### Dunnart-specific expression of genes involved in the development of the mechanosensory system

Given the large evolutionary distance between the mouse and dunnart and low recovery of alignable regions, we performed a comparison between species at the gene level, by comparing genes assigned to putative enhancers and promoters between the dunnart and mouse. The number of genes that intersect can provide an idea of the similarities in genes and pathways regulated across a larger subset of the total regulatory dataset. The largest intersection size in genes with putative promoters was between the six mouse embryonic stages (1910 genes; 21.2%) and between the dunnart all six embryonic mouse stages (1908 genes, 21.2%; Figure 5A). Overlap between enhancers was more restricted, with 4483 predicted target genes (56%) being unique to the dunnart at D0 (Figure 5A). The top enriched terms for biological processes were largely shared across dunnart and mouse, with the exception of one GO term, ‘sensory system development’ (Figure 5—figure supplement 1). We further investigated this by incorporating gene expression data for mouse and dunnart for genes near putative enhancers. Genes highly expressed in dunnart but lowly or not expressed in mouse (537 total; see Supplementary file 1k) were related to three main developmental processes, ‘epidermis/skin development and keratinization’, ‘sensory system development’, and ‘muscle development and contraction’ (Figure 5C, D; Supplementary file 1l). The majority (70/114) of genes associated with sequence conserved dunnart-specific enhancers (see Supplementary file 1j) overlapped with the list of genes reported here.

**Figure 5.**
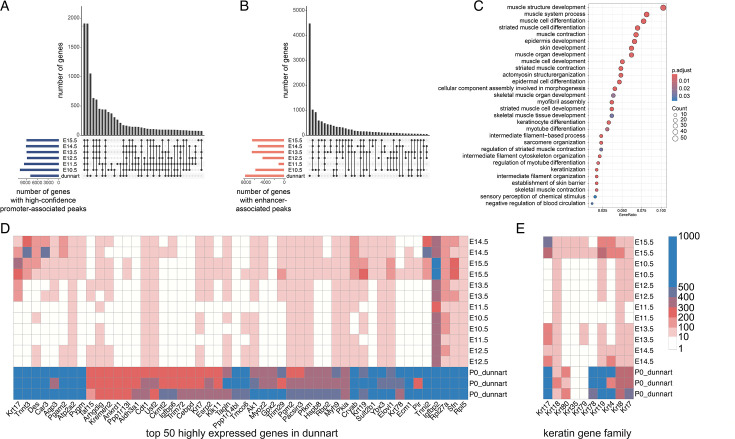
Genes near enhancers highly expressed only in dunnart are involved in the development of the skin, muscle, and mechanosensory systems. Gene set intersections across mouse (E10.5–E15.5) and dunnart (P0) for (**A**) genes near promoters and (**B**) genes near enhancers. (**C**) Gene ontology term enrichment for top 500 highly expressed dunnart genes. (**D**) Top 50 highly expressed genes (TPM) in dunnart compared with mouse embryonic stages. Scale bar in E. (**E**) Expression levels (TPM) for keratin genes across dunnart and mouse.

**Figure 5—figure supplement 1.**
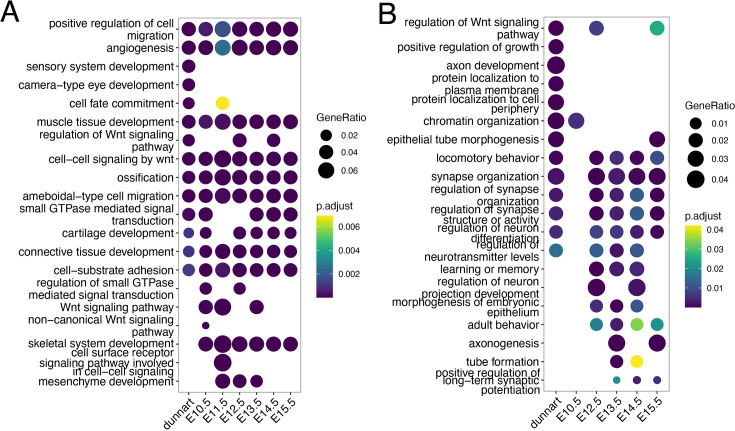
Top GO enriched terms in the dunnart and mouse embryonic stages for (**A**) genes near enhancers and, (**B**) genes near high-confidence promoters.

**Figure 5—figure supplement 2.**
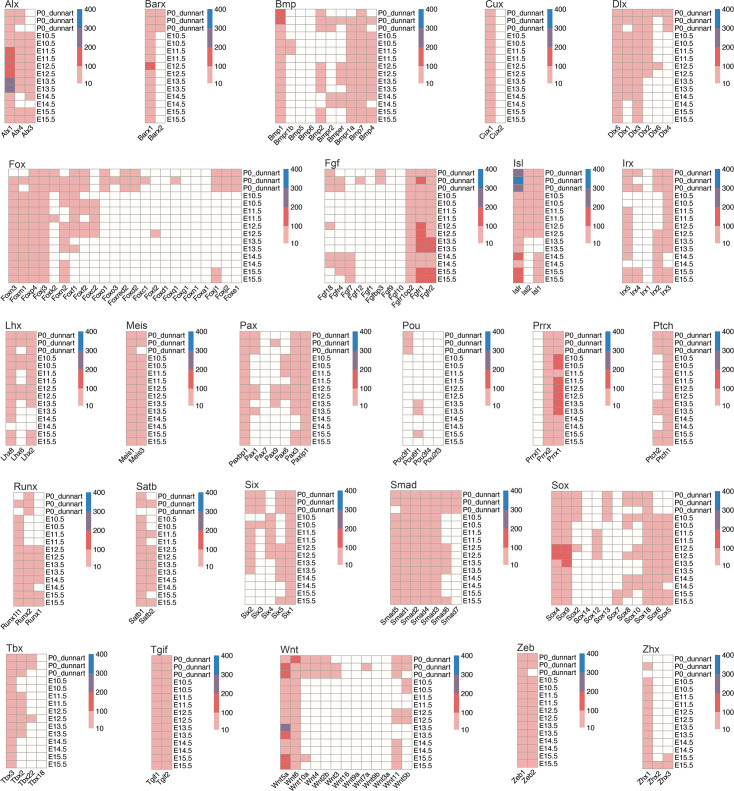
Heatmaps showing gene expression values (TPM) for common developmental genes across dunnart and mouse.

**Figure 5—figure supplement 3.**
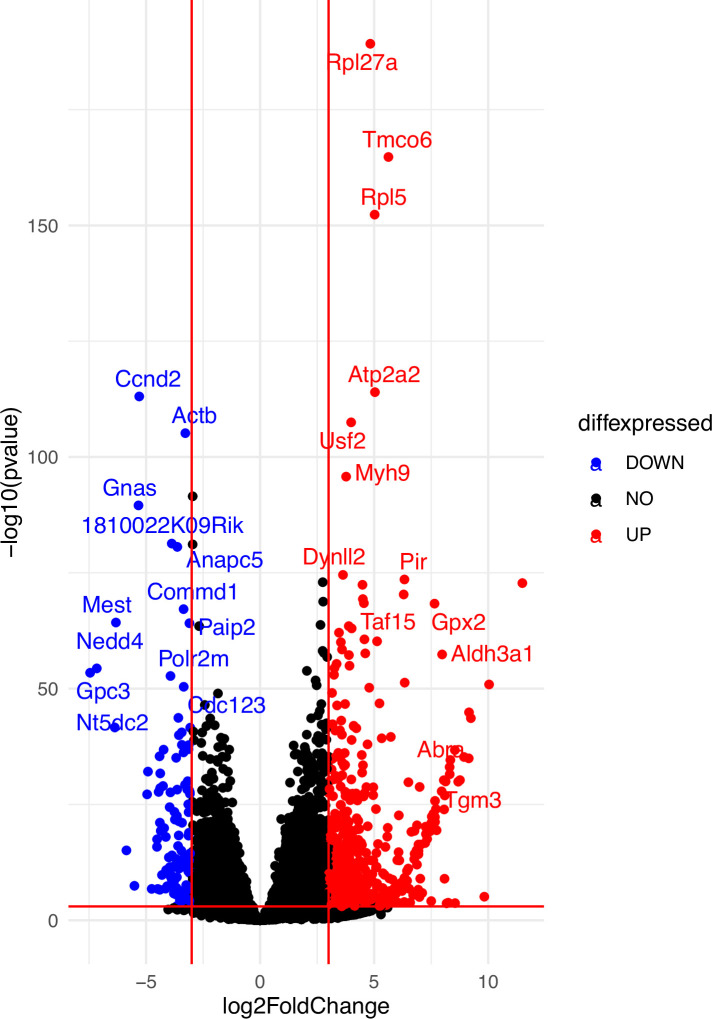
Volcano plot for both up- and downregulated differentially expressed genes from mouse (any stage) and dunnart. Stringent log_2_ fold change and p-value cutoffs were used given the comparisons between datasets from two different species.

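Skin genes were among the most abundant transcripts of the newborn dunnart face. KRT17, a keratin of periderm and skin appendages, stood at 7763 ± 1576 TPM (SD, n = 3 libraries), IGFBP2, a binder of insulin-like growth factors, at 4111 ± 258, SFN, which drives keratinocyte differentiation, at 2226 ± 588 and AQP3, a water and glycerol channel of epidermis, at 896 ± 515. KRT78 stood at 550 ± 281, KRT7 at 294 ± 74.6, KRT8 at 289 ± 6.32 and HOPX at 195 ± 65.1. All 8 had at least 1 enhancer, 9 at AQP3 and HOPX, and 5 had a high-confidence promoter. Basal and cornified layers were both represented, by KRT14 at 4392 ± 1438 TPM with no enhancer, TP63, the regulator of stratified epithelium, at 57.2 ± 25.2 with 16, and CDSN, an adhesion protein of cornified cells, at 369 ± 286. Of 4 basal genes annotated 4 were expressed, and of 5 suprabasal and cornified genes 3. The suprabasal values varied most between libraries, where CDSN, SPINK5 and TGM3 were lowest in FP1 and highest in FP2. CDSN stood at 151, 693 and 262 TPM in FP1, FP2 and FP3, so its mean rests largely on FP2. AQP3, of another list, was lowest in FP1 and highest in FP3.

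**Figure D3:**
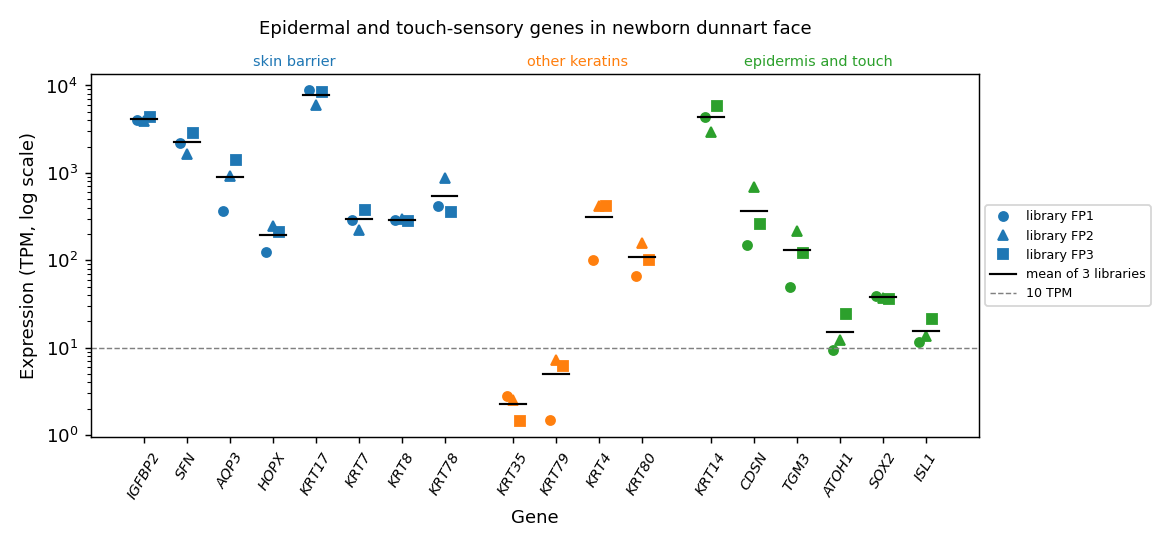
TPM on a log scale (vertical axis) of epidermal and touch-sensory genes (horizontal axis) in newborn dunnart face. Points are the 3 libraries, black bars their mean and the dashed line 10 TPM, below which KRT35 and KRT79 lie.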

Genes critical for development of keratinocytes and the establishment of a skin barrier were highly expressed in dunnart facial tissue with lower expression or no transcripts expressed across the mouse embryonic stages including *IGFBP2*, *SFN*, *AQP3*, *HOPX*, *KRT17*, *KRT7*, *KRT8*, and *KRT78* (Figure 5D, Supplementary file 1l). Keratin genes are also critical for the development of the mammalian mechanosensory system (Xiao et al., 2014; Doucet et al., 2013). *Krt17*-expressing epidermal keratinocytes are necessary to establish innervation patterns during development, and *Krt8* and *Atoh1* expression is required for the specification of the Merkel cells (touch sensory cells) (Doucet et al., 2013). *KRT17*, *ATOH1*, and *KRT8* are all very highly expressed in dunnart compared to the low expression in mouse facial tissue. 

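Of the 3 genes named for touch, the keratins were abundant and ATOH1, which specifies Merkel cells, stood at 15.3 ± 7.89 TPM (SD, n = 3 libraries), with 9.49 TPM in the lowest library. ATOH1 had 4 enhancers, the strongest at 124 kb from the TSS, KRT17 had 3 and KRT8 had 3. In a wider list of Merkel cell and mechanosensory genes all 9 annotated members were expressed, 6 above 10 TPM, among them SOX2, a progenitor factor, at 37.5 ± 1.56 with 14 enhancers and ISL1 at 15.5 ± 4.94 with 5. Of them 6 had an enhancer and a high-confidence promoter (two-sided Fisher's exact test over 10 TPM, adjusted p = 0.0938).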

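These 4 keratins were unlike each other in the dunnart face. KRT4, of mucosal epithelium, stood at 310 ± 181 TPM (SD, n = 3 libraries) and KRT80 at 108 ± 46.7, while KRT79 and KRT35, a hair keratin, were low, at 4.97 ± 3.04 and 2.26 ± 0.708. KRT80 had 9 enhancers, the strongest with a fold enrichment of 9.64, KRT35 had 3, KRT79 had 2 and KRT4 had 1.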

Other genes in the keratin family such as *KRT35*, *KRT79*, *KRT4*, and *KRT80* did not vary greatly between mouse and dunnart (Figure 5E). Additionally, we observed high expression of genes involved in development of the olfactory system including *CCK*, *OTX1*, and *ISLR* (expressed in olfactory epithelium) (Liu and Liu, 2018; Simeone, 1998; Santoro and Jakob, 2018; Haering et al., 2015), and Ybx3 (Haering et al., 2015) (expressed in the nasal epithelium; Figure 5D, Supplementary file 1l). 

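Genes of the nasal epithelium were expressed at each of the 4 loci named. YBX3 stood at 550 ± 68.1 TPM (SD, n = 3 libraries), ISLR at 287 ± 107, OTX1, a homeodomain factor of the nasal and brain primordia, at 71.8 ± 16.7 and CCK, a neuropeptide, at 35.2 ± 5.11. Each had an enhancer and a high-confidence promoter, the strongest promoter at YBX3 with a fold enrichment of 62.0. In a list of olfactory and vomeronasal genes 9 of 11 were expressed, with OMP, the marker protein of mature olfactory neurons, at 124 ± 33.7 TPM and ANO2, an olfactory chloride channel, at 28.1 ± 5.22. OMP had 3 enhancers and no high-confidence promoter. Of trigeminal sensory neuron genes 3 of 10 were expressed.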

Muscle contraction genes such as *TNNI2* (Robinson et al., 2007) and *TNNT3* (Wei and Jin, 2016; Sung et al., 2003) and genes involved in skeletal muscle development (Jung and Ko, 2010; Jin et al., 2014; Feng and Jin, 2016; Aboalola and Han, 2017) (*CAR3*, *ATP2A2*, *IGFBP6*, and *TRIM72*) were upregulated in dunnart craniofacial tissue (Figure 5D, Supplementary file 1l). 

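Contractile transcripts were close to the top of the list in the newborn face. TNNT3 ranked 10 among all genes and TNNI2 ranked 17, and CA3, a carbonic anhydrase of slow fibers, stood at 1175 ± 26.3 TPM (SD, n = 3 libraries). ATP2A2, the calcium pump of the sarcoplasmic reticulum, stood at 953 ± 237, IGFBP6 at 327 ± 65.2 and TRIM72, a membrane repair protein of muscle, at 318 ± 53.1. ATP2A2 had 12 enhancers and TRIM72 3, while TNNI2 and TNNT3 had none. In a wider list of contraction genes 17 of 18 annotated members were expressed, all 17 above 20 TPM, with TNNC2 at 6070 ± 1575, MYLPF at 5311 ± 841, ACTA1 at 3910 ± 629 and CKM at 3437 ± 676. Only 7 of the 18 had a high-confidence promoter. TTN, the member that did not count as expressed and was chosen after its value was seen, held 0 counts. Whether its lifted gene model is complete was not tested, so absence of its transcript is not shown.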

The majority of conserved toolkit genes involved in embryonic development had consistent expression across mouse and dunnart (Figure 5—figure supplement 2). To explore the relationship between genes expressed in the dunnart face and temporal gene expression dynamics during mouse development, we categorized mouse gene expression into five distinct temporal patterns (Figure 6—figure supplement 1). Each of these groups appeared to reflect biological processes occurring during development (Figure 6—figure supplement 1). Although dunnart facial development more closely resembles approximately E12.5 (Cook et al., 2021) in the mouse, when compared to the temporal gene expression dynamics during mouse craniofacial, dunnart expressed genes were associated with two distinct clusters: a set of genes upregulated specifically at E15.5 in mouse (cluster 2: OR = 1.30, CI = 1.15–1.46; Figure 6A; Figure 6—figure supplement 1) and a set of genes upregulated at E14.5 (cluster 3: OR = 1.99; CI = 1.78–2.24; Figure 6B; Figure 6—figure supplement 1). Cluster 2 genes were enriched for functions related to sensory perception, skin development, and keratinization (Figure 6C), while cluster 3 genes were enriched for muscle development (Figure 6D). These results align with our observations in dunnart enhancer and gene expression data, suggesting that shifts in the developmental timing of the skin, muscle, and sensory perception may play a role in marsupial early life history.

**Figure 6.**
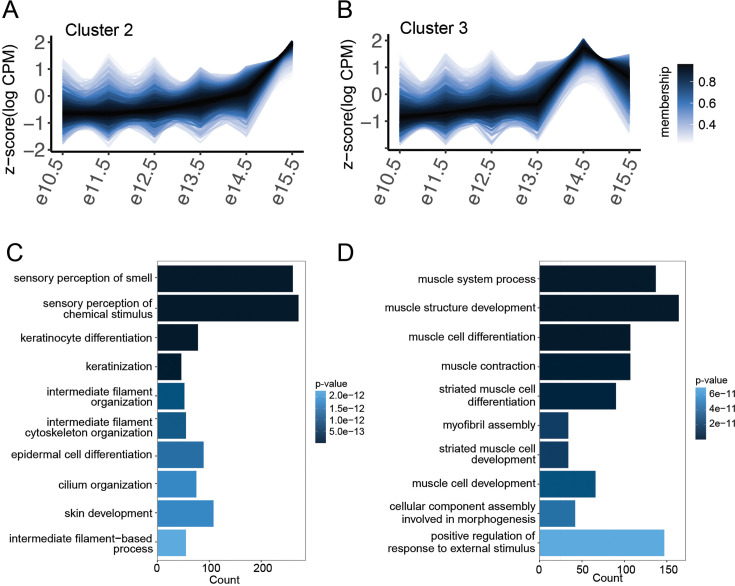
Dunnart-expressed genes are associated with two gene clusters with distinct temporal expression patterns in the mouse. (**A, B**) Genes in clusters 2 and 3 plotted with their *z*-scaled temporal expression (logCPM). Color-coding represents membership value (degree to which data points of a gene belong to the cluster). Gene ontology enrichment for biological processes enriched in (**C**) cluster 2 and (**D**) cluster 3 (FDR-corrected p < 0.01).

**Figure 6—figure supplement 1.**
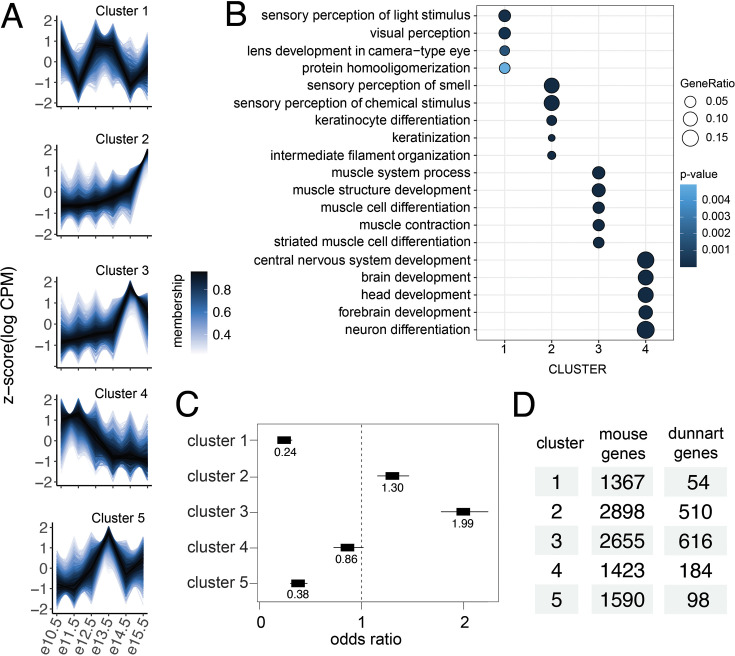
Temporal gene expression dynamics. (**A**) *Z*-scaled temporal expression (logCPM) plotted across embryonic time points for five clusters. Membership values are used to indicate to what degree a data point belongs to each cluster. (**B**) Top enriched biological processes for each cluster (FDR-corrected p < 0.01, background gene set is all differentially expressed genes used for clustering). (**C**) Odds ratio estimates with 95% confidence interval for genes expressed in dunnart in each cluster. (**D**) Number of genes in each cluster for mouse and dunnart.

## Discussion

Marsupials display advanced development of the orofacial region relative to development of the central nervous system when compared to placental mammals (Smith, 2006; Smith, 1997). Specifically, the facial skeleton and muscular tissues begin development early relative to the neurocranium differentiation (Smith, 2006; Smith, 1997; Clark and Smith, 1993; Smith, 1999; Smith, 2001b; Smith, 2003; Sánchez-Villagra and Forasiepi, 2017). Although development of the central nervous system is protracted in marsupials compared to placentals, marsupials have well-developed peripheral motor nerves and sensory nerves (e.g., the trigeminal) at birth (Karlen and Krubitzer, 2007; Smith and Keyte, 2020). Despite increasing descriptions of craniofacial enhancers in model species (Attanasio et al., 2013; Brinkley et al., 2016; Samuels et al., 2020; Prescott et al., 2015; Rajderkar et al., 2024), the genetic drivers of variation in craniofacial development between mammalian species are largely unexplored. We examined the similarities and differences in genomic regions marked by H3K4me3 and H3K27ac between the dunnart and mouse during early craniofacial development and incorporated comparisons of gene expression between species.

Given the large evolutionary distance (~170 million years) between the mouse and dunnart (Bininda-Emonds et al., 2007; Luo et al., 2011) and high turnover of non-coding DNA sequences (Genereux et al., 2020; Andrews et al., 2023), regulatory elements in the dunnart were largely not sequence conserved in the mouse (~8% for promoters and ~0.5% of enhancers). Despite this, regions with conserved activity between the two species were predominantly near genes consistently expressed in both and were enriched for core craniofacial developmental and signaling processes. Additionally, 54% of dunnart enhancers aligned to the mouse genome but lacking active marks in the mouse were associated with genes expressed throughout all mouse developmental stages, suggesting these genes might be regulated by species-specific enhancers in mice. Moreover, despite differences in experimental methods, when taking a gene-level approach, there was significant overlap in genes near regulatory elements in both species, with high concordance in enriched biological process terms. The majority of craniofacial developmental genes had highly consistent gene expression levels across the mouse and dunnart, highlighting the substantial conservation of gene regulatory networks driving facial development. This supports the notion that conserved genes and signaling pathways are crucial for mammalian facial development (Roosenboom et al., 2016).

Although there was generally a high level of concordance between the dunnart and mouse, we discovered dunnart-specific regulatory elements near highly expressed genes in the dunnart that were lowly or not expressed in the mouse. These genes were related to three main developmental processes, ‘epidermis/skin development and keratinization’, ‘sensory system development’, and ‘muscle development and contraction’. In marsupials, pharyngeal muscles are well differentiated before birth preceding development of both the central nervous system and the skeletal system (Smith, 1994). Additionally, in the first 2 days immediately after birth, marsupial pouch young undergo considerable differentiation of the facial muscles (Smith, 1994). This pattern varies significantly from rodents where the events of skeletal and muscular development generally occur simultaneously (Smith, 1994). Consistent with this, we found that dunnart-expressed genes were associated with a cluster of mouse genes highly expressed at E14.5, a key time point for myogenesis in the mouse (Stockdale, 1992).

Our data also revealed a less evident developmental constraint experienced by marsupials, with dunnart-specific enhancer and gene expression data showing an enrichment of genes related to skin development. Newborn dunnarts exhibit high expression of KRT17 in the face and other genes essential for periderm establishment and maintenance (Hammond et al., 2019; Liu et al., 2016; Noiret et al., 2016; Kousa et al., 2017; Carroll, 2024; Vaziri Sani et al., 2010). Unlike placental mammals, marsupials retain the periderm post-birth (Smith and Keyte, 2020; Lillegraven, 1975; Pralomkarn et al., 1990), which may relate to neonatal transcutaneous gas exchange observed in marsupials in the first few days after birth (Simpson et al., 2011; Ferner, 2018). In placental mammals such as mouse and human, the periderm only exists in utero and disappears late in gestation with the eruption of hair and the development of a thick keratinized stratum corneum (Hammond et al., 2019). The persistence of the periderm aligns with the observation that dunnarts rely heavily on gas exchange through the skin and only begin lung respiration around 5 days postpartum, coinciding with the disappearance of the periderm (Simpson et al., 2011; Krause et al., 1978).

The recurrence of genes related to the development of the sensory systems in our comparative analyses spotlights a highly unique aspect of early pouch life in marsupials. Newborn marsupial young require highly developed sensory systems (mechanosensory and olfactory systems) to respond to the cues that guide them to the teat inside the mother’s pouch, with the nasal-oral region making regular contact with the mother’s belly during the crawl to the pouch (Waite et al., 1994; Desmarais et al., 2016; Gemmell and Nelson, 1989). The snout epidermis of newborn marsupials has been shown to be innervated with the presence of mature Merkel cells with connected nerve terminals (Veitch et al., 2000; Jones and Munger, 1985; Desmarais et al., 2016). We observe high expression of key genes involved in the development of Merkel cells and sensory placodes uniquely in the dunnart face. In the mouse, Merkel cell development does not begin until later at approximately E16.5 (Jenkins et al., 2019). Upregulation of Merkel cell genes in dunnart facial tissue could be a result of prioritization of sensory development required for life outside the womb in a highly underdeveloped state.

In summary, our work suggests that craniofacial developmental constraints in the dunnart may be driven by dunnart-specific gene regulation. Future studies will apply single-cell multi-modal technologies to dunnart tissues to investigate the specific regulatory differences between CNS and orofacial development.

## Methods

### Tissue collection

All animal procedures, including laboratory breeding, were conducted in accordance with the current Australian Code for the Care and Use of Animals for Scientific Purposes (NHMRC, 2013) and were approved by The University of Melbourne Animal Ethics Committee (AEC: 1513686.2) and with the appropriate Wildlife Permit (number 10008652) from the Department of Environment, Land, Water and Planning. Animals were housed in a breeding colony in the School of BioSciences, The University of Melbourne. For details on animal husbandry and collection of dunnart pouch young, refer to Cook et al., 2021. Details of pouch young used in this study are presented in Supplementary file 1m. After removal of pouch young from the teat, young were killed by decapitation and craniofacial tissue dissected using insulin needles (Becton Dickinson). The tongue, neural tube, and eye primordia were removed to limit tissue collected to the facial prominences. Specifically, the mandibular, maxillary, and fronto-nasal prominences were collected and snap frozen in liquid nitrogen. All pouch young were determined to be <24 hr old, but to account for variability in time since birth, we scored pouch young based on head shape. Immediately after birth, the dunnart has a flat neurocranium that by approximately 1 day after birth has begun to round (see Cook et al., 2021 for more details). We combined craniofacial tissue from 50 pouch young into two replicates, ensuring that sex, head shape, and parentage were accounted for (Supplementary file 1m).

### Immunofluorescence

We assessed the reactivity of the ChIP antibodies in the dunnart using immunostaining on dunnart head sections. Frontal head sections (7 µm thick) on superfrost slides (Platinum Pro, Grale) were deparaffinized and rehydrated according to standard methods (Bancroft and Gamble, 2008), followed by antigen retrieval using pH 8.8 unmasking solution (Vector) at 99°C for 30 min. We then incubated the sections with either rabbit anti-H3K4me3 primary antibody (1:500 dilution; Abcam ab8580) or rabbit anti-H3K27ac primary antibody (1:500, Abcam ab4729). Sections were then incubated with Alexa Fluor 555 donkey anti-rabbit antibody (1:500 dilution; Abcam in 10% horse serum in PBS with 0.1% Triton X-100; Sigma). All sections were counterstained with 300 nM DAPI to visualize cell nuclei. We observed no staining in the negative controls (no primary antibody). Images were captured using fluorescence microscopy (BX51 Microscope and DP70 Camera; Olympus) and processed in ImageJ v 2.0.0 (Schneider et al., 2012).

### ChIP and sequencing

ChIP was performed using the MAGnify Chromatin Immunoprecipitation System (Thermo Fisher, 492024) according to the manufacturer’s instructions. Briefly, frozen dunnart tissue samples (see Supplementary file 1m) were diced quickly with two razor blades in cold dPBS (Gibco) followed by crosslinking in 1% formaldehyde solution (Sigma) for 10 min. We then added 0.125 M glycine and incubated for 5 min at room temperature to neutralize the formaldehyde. Chromatin was fragmented to 300 bp average size by sonication on a Covaris S2 using the following parameters: [*duty cycle = 5%, intensity = 2, cycles per burst = 200, cycle time = 60 s, cycles = 10, temperature = 4°C, power mode = frequency sweeping, degassing mode = continuous*]. In each ChIP experiment, we used sheared chromatin from each replicate for immunoprecipitation with antibodies against H3K4me3 (Abcam ab8580) and H3K27ac (Abcam ab4729). An input control was included for each replicate. DNA was purified according to kit instructions using a DynaMag-PCR Magnet (Thermo Fisher).

We assessed the success of the immunoprecipitation in dunnart craniofacial tissues by performing qPCR for primers designed to amplify genomic regions expected to be occupied by H3K4me3 and/or H3K27ac based on mouse and human enhancers active in facial regions of E11.5 mice in VISTA enhancer (Visel et al., 2007) and GeneHancer (Fishilevich et al., 2017; Supplementary file 1n). We also designed primers that amplify regions we predicted would be unoccupied by these histone modifications (enhancers active in heart tissue of E11.5 mice in VISTA enhancer browser; Visel et al., 2007; Supplementary file 1n). qPCR using SYBR Green Supermix (Bio-Rad Laboratories) was performed in triplicate on a QuantStudio 5 System (Thermo Fisher) as per the manufacturer’s instructions (primers listed in Supplementary file 1n). The cycling conditions were [*one cycle of 95°C for 15 s, followed by 40 cycles of 95°C for 15 s, 57°C for 30 s, and 72°C for 30 s*]*.* A dissociation curve was also generated for each primer pair. No-template controls were included in triplicate on each plate as a negative control. Regions expected to be enriched in the test sample were quantified by expressing the test sample as a fold change relative to a control sample (no antibody control).

Illumina sequencing libraries were prepared from ChIP-enriched DNA by GENEWIZ (Suzhou, China). Libraries were constructed following the manufacturer’s protocol (NEBNext UltraTMII DNA Library Prep Kit for Illumina). For each sample, a minimum of 10 ng of ChIP product was used and libraries were multiplexed and sequenced on an Illumina HiSeq 4000 instrument according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Sequencing was carried out using a 2 × 150 paired-end configuration to an average depth of 57 million read pairs per sample.

### Genome assembly and annotation

In order to generate a genome for the dunnart, tissue was collected and four sequencing libraries were prepared following existing methods (Sambrook et al., 1989). Four libraries were generated to improve molecular complexity and genome representation of input DNA. These libraries were then sequenced using the following technologies: Illumina X Ten 2 × 150 bp, PacBio Sequel I CLR, ONT PromethION, and ONT GridION (Supplementary file 1o).

Quality trimming and residual adaptor removal from dunnart Illumina libraries (Library 1) was performed using trimmomatic v0.38 (Bolger et al., 2014) with options [*PE SLIDINGWINDOW 5:20, MINLEN 75, AVGQUAL 30*]. Contigs were assembled using 200 Gb of PacBio CLR subreads (Library 2) using Flye v2.7 (Kolmogorov et al., 2019) with options [*–iterations 4 –trestle –pacbio-raw –genome-size 3.0g*]. Removal of redundant contigs and two rounds of short- and long-read scaffolding were performed using Redundans 0.14a (Pryszcz and Gabaldón, 2016) with options [*--nogapclosing --limit 1.0*]. Inputs for redundancy scaffolding were short-insert paired-end reads (Library 1) and 6.5 gigabases of Oxford Nanotechnology reads corresponding to two libraries (Library 3 and Library 4). Scaffolds then underwent two rounds of polishing to improve base quality using Pilon v1.23 (Walker et al., 2014) with Illumina Library 1 as input and with options [*--vcf --diploid --chunksize 10000000 --fix snps,indexls,gaps --minqual 15*]. The resulting genome assembly had a total size of 2.84 Gb and an N50 length of 23 megabases (Mb). We used BUSCO v5.2.2 to assess genome completeness [*v3.0.2, -l mammalia_odb10 -m genome*]. BUSCO gene recovery was 89.9% for complete orthologs in the mammalia_odb10 lineage dataset which includes 9226 BUSCOs. Together, these metrics indicate that the assembly is of comparable completeness and contiguity to other recently published marsupial genomes (Feigin et al., 2018; Feigin et al., 2022; Renfree et al., 2011; Murchison et al., 2012; Mikkelsen et al., 2007; Peel et al., 2021; Brandies et al., 2020) and therefore represents an excellent resource for downstream functional genomic experiments. The resulting de novo assembly with a resulting scaffold N50 of 23 Mb and a total size of 2.84 Gb makes it comparable to other marsupial genomes (Feigin et al., 2018; Renfree et al., 2011; Murchison et al., 2012; Mikkelsen et al., 2007). The G+C content of the de novo contigs in the dunnart (~36.25%) was similar to other marsupial species Tasmanian devil: 36.4% (Murchison et al., 2012), thylacine: ~36% (Feigin et al., 2018), wallaby: 34–38.8% (Renfree et al., 2011), opossum: 37.8% (Mikkelsen et al., 2007), woylie: 38.6% (Peel et al., 2021), and the brown antechinus: 36.2% (Brandies et al., 2020).

Gene annotations from the high-quality genome assembly of the Tasmanian devil (*Sarcophilus harrisii*, GCF_902635505.1 – mSarHar1.11), which has a divergence time with the dunnart of approximately 40 million years, were accessed from NCBI and then lifted over to dunnart scaffolds using the program liftoff v1.0 (Shumate and Salzberg, 2021) with option [*--d 4*].

### Whole-genome alignment

To compute pairwise genome alignments between the mouse and dunnart, we used the mouse mm10 assembly as the reference. We first built pairwise alignments using Lastz and axtChain to generate co-linear alignment chains (Kent et al., 2003), using the previously described Lastz parameters for vertebrates, [*K = 2400, L = 3000, Y = 3400*, *H = 200*] with the HoxD55 scoring matrix (Sharma and Hiller, 2017). After building chains, patchChain (Sharma and Hiller, 2017) was applied to extract all the unaligned loci and create local alignment jobs for each one. The new local alignments were combined with the original local alignments for an improved set of chains. We then applied chainCleaner (Suarez et al., 2017) with the parameters [*-LRfoldThreshold = 2.5 -doPairs -LRfoldThresholdPairs = 10 -maxPairDistance = 10,000 -maxSuspectScore = 100,000 -minBrokenChainScore = 75,000*] to improve the specificity of the alignment. After generating an improved set of chains, we applied chainPreNet, chainNet, and ChainSubset to filter, produce the alignment nets and create a single chain file using only the chains that appear in the alignment nets (Kent et al., 2003). Alignment nets are a hierarchical collection of the chains that attempt to capture orthologous alignments (Kent et al., 2003). Chain fragments were joined using chainStitchId and dunnart to mouse chains generated using chainSwap (Kent et al., 2003). For quality control, maf files were generated using netToAxt and axtToMaf (Kent et al., 2003). Block counts, block lengths, and pairwise divergence in the alignments were assessed using MafFilter (Dutheil et al., 2014).

### ChIP sequencing data analysis

First, we assessed the raw sequencing read quality using FastQC v0.11.9 (Andrews, 2010). Raw data were processed by adapter trimming and low-quality read removal using Cutadapt v1.9.1 (Martin, 2011) [*-q 20a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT --max-n 0.10 -m 75*]. ChIP sequencing statistics for raw reads and trimmed reads are described in Supplementary file 1p. Sequencing reads were aligned to the dunnart genome with Bowtie2 v.2.3.5.1 (Langmead and Salzberg, 2012) [*-q -X 2000 --very-sensitive*]. Unfiltered aligned reads from ChIP-seq experiments performed using mouse embryonic facial prominence for E10.5, E11.5, E12.5, E13.5, E14.5, and E15.5 were downloaded from https://www.encode.org/ (He et al., 2020) (accession details described in Supplementary file 1q). For both dunnart and mouse-aligned reads, low-quality and unpaired reads were removed using Samtools v.1.9 (Li et al., 2009) [*-q 30 -f 2*] and duplicate reads removed by the MarkDuplicates tool from picard v.2.23.1 (https://broadinstitute.github.io/picard/). Mapping statistics and library complexity for dunnart and mouse reads are described in Supplementary file 1r and s, respectively. Effective genome size for the dunnart was calculated using the [*unique-kmers.py*] script from khmer v.2.0 (Crusoe et al., 2015).

Peaks were called on the dunnart-aligned reads using MACS2 v.2.1.1 (Zhang et al., 2008) [*-f BAMPE*] and the mouse aligned reads using MACS2 v.2.1.1 with default parameters for mm10, using total DNA input as control and retaining all statistically significant enrichment regions (FDR-corrected p < 0.01). Reproducible consensus peaks for biological replicates within a species were determined using the ENCODE3 [*overlap_peaks.py*] script (He et al., 2020). Enriched regions were considered reproducible when they overlapped in two biological replicates within a species by a minimum of 50% of their length using bedtools intersect v2.29.2 (Quinlan and Hall, 2010). Peak-calling statistics for dunnart and mouse are described in Supplementary file 1t and u, respectively. Similar to Villar et al., 2015, we overlapped H3K4me3 and H3K27ac reproducible peaks to determine promoter-associated peaks (marked by only H3K4me3 or both H3K4me3 and H3K27ac) and enhancer-associated peaks (marked only by H3K27ac). H3K4me3 and H3K27ac reproducible peaks were overlapped to determine genomic regions enriched for H3K4me3, H3K27ac, or both marks using bedtools intersect v2.29.2 (Quinlan and Hall, 2010). Double-marked H3K4me3 and H3K27ac elements were defined as regions reproducibly marked by H3K4me3 and H3K27ac and overlapping by a minimum 50% of their reciprocal length and were merged with bedtools v2.29.2 (Quinlan and Hall, 2010). Mouse and dunnart peaks called on aligned reads are deposited at 10.7554/eLife.103592.1.

### Gene ontology enrichment analyses

For the dunnart peaks, gene annotations lifted over from the Tasmanian devil annotation were associated with ChIP-seq peaks using the default settings for the annotatePeak function in ChIPseeker v1.26.2 (Yu et al., 2015). As there is no equivalent gene ontology database for dunnart, we converted the Tasmanian devil RefSeq IDs to Ensembl v103 IDs using biomaRt v2.46.3 (Durinck et al., 2009; Durinck et al., 2005), and then converted these to mouse Ensembl v103. In this way, we were able to use the mouse Ensembl gene ontology annotations for the dunnart gene domains. We were able to assign Devil Ensembl IDs to 74% of genes with peaks, and mouse IDs to 95% of genes with a devil Ensembl ID. For calculating enrichment in GO in the dunnart, the list of Tasmanian devil genes with an orthologous Ensembl gene in the mouse was used as the background list. All gene ontology analyses were performed using clusterProfiler v4.1.4 (Wu et al., 2021), with gene ontology from the org.Mm.eg.db v3.12.0 database (Carlson, 2020), setting an FDR-corrected p-value threshold of 0.01 for statistical significance.

Short sequence motifs enriched in dunnart peaks were identified with Homer v4.11.1 (Heinz et al., 2010) using [*findMotifsGenome.pl*]. In this case, random GC- and length-match sequences for all promoters and enhancers were used as the background set to test for enrichment compared to random expectation. Enriched motifs were clustered into Homer motif families (Heinz et al., 2010).

### Mouse and dunnart peak comparison

Dunnart and mouse peaks called from normalized input reads were filtered to 100-bp regions centered on the peak summit. Dunnart peak coordinates were lifted over using liftOver (Kent et al., 2003) to the mouse (mm10) genome and then back to the dunnart genome. Alignable peaks were kept if after reciprocal liftOver they had the same nearest gene call (Supplementary file 1v). Alignable peaks were then intersected with enhancer and promoters at each stage in the mouse with bedtools intersect v.2.30.0 (Quinlan and Hall, 2010) to assess peaks with conserved activity (Supplementary file 1w).

### RNA-sequencing and analyses

The reads for three replicates were generated from facial prominences of P0 dunnart pouch young. Each replicate is a pool of two pouch young. Libraries were prepared using the Illumina stranded mRNA kit and were sequenced to a depth ≥50 M read pairs (i.e., 25 M F + 25 M R) in 2 × 100 bp format. The raw reads were first trimmed using Trimmomatic v0.39 (Bolger et al., 2014) [ILLUMINACLIP:2:30:10 SLIDINGWINDOW:5:15 MINLEN:50 AVGQUAL:20]. Reads were mapped with hisat2 v2.21 (Zhang et al., 2021) [--fr --no-mixed --no-discordant] and alignments were filtered using samtools view (Li et al., 2009) [-f 1 -F 2316]. Finally, the count table was generated using featureCounts from the Subread package v2.0.1 (Liao et al., 2013) [-s 2 -p -t exon --minOverlap 10]. Mouse gene count tables were acquired from ENCODE (see Supplementary file 1q). Mouse and dunnart gene expression data were normalized for library size with edgeR v.4.0.16 (Robinson et al., 2010) and lowly expressed genes filtered (>2 cpm) for at least two out of three replicates.

For mouse gene expression data, the resulting gene list was tested for temporally, differentially expressed genes with the [*DBanalysis*] function in the TCseq package (Wu and Gu, 2020), which implements edgeR to fit read counts to a negative binomial generalized linear model. Differentially expressed genes with an absolute log_2_ fold change >2 compared to the starting time point (E10.5) were determined. The optimal division of clusters was determined using the Calinski criterion implemented with the [*cascadeKM*] function in the vegan v. package (Oksanen, 2020) with the parameters [*inf.gr = 1, sup.g = 10 iter = 1000, criterion = ‘calinski’*]. Time-clustering for five clusters was performed using the [*timeclust*] function with the parameters: [*algo = ‘cm’, k = 5, standardize = TRUE*] which performs unsupervised soft clustering of gene expression patterns into five clusters with similar *z*-scaled temporal patterns. Orthologous genes reproducibly expressed >1 TPM in the dunnart were compared to the list of genes for each cluster using Fisher’s exact test followed by p-value corrections for multiple testing with the Holm method. Gene ontology enrichment was performed using [*enrichGO*] as part of the clusterProfiler v4.10.1 (Wu et al., 2021) with the 9933 genes present across the clusters as background and a false discovery rate of 1%.

## Data Availability

The data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (Barrett et al., 2013) and are available through GEO Series accession number GSE188990. Accession IDs for previously published datasets from the ENCODE consortium (He et al., 2020) are given in Supplementary file 1. Processed data and an IGV session for browsing are available in a figshare repository. All analyses described were carried out using custom bash, Python3, and R v4.1.0 scripts and are available at https://github.com/lecook/chipseq-cross-species (copy archived at Cook, 2025). The following datasets were generated: CookLE FeiginCY HillsJD VespasianiDM PaskAJ Gallego RomeroI 2023dunnart genomefigshare10.6084/m9.figshare.22089080PMC1256355341146606 CookLE FeiginCY HillsJD VespasianiDM PaskAJ Gallego RomeroI 2023Gene regulatory dynamics during craniofacial development in a carnivorous marsupialNCBI Gene Expression OmnibusGSE18899010.7554/eLife.103592PMC1256355341146606 CookLE FeiginCY HillsJD VespasianiDM PaskAJ Gallego RomeroI 2023dunnart and mouse peak characterisationfigshare10.6084/m9.figshare.21748058 CookLE FeiginCY HillsJD VespasianiDM PaskAJ Gallego RomeroI 2023tc-seq processed datafigshare10.6084/m9.figshare.21747806PMC1256355341146606 CookLE FeiginCY HillsJD VespasianiDM PaskAJ Gallego RomeroI 2023liftover chainsfigshare10.6084/m9.figshare.21905904PMC1256355341146606

## Appendix 1

### Validation of ChIP-seq in dunnart craniofacial tissue

As the H3K4me3 and H3K27ac antibodies used in this work had not been previously used in marsupials, we first tested their reactivity in the dunnart using immunofluorescence and observed strong positive staining for both antibodies (Appendix 1—figure 1). We validated the levels of enrichment in the ChIP libraries using qPCR and primers for sequences in the dunnart that were orthologous to the craniofacial enhancers mm428, mm387, mm423, hs466 and GH07J005561 and an enhancer active in the heart as a negative control, hs222 (Supplementary file 1n). All primer sets were enriched as a percentage of the input control, and as expected, no enrichment was observed in the rabbit and mouse mock IgG negative control samples (Appendix 1—figure 1). Although the dunnart ortholog of the human heart enhancer (hs222) was also enriched in both ChIP samples, this enhancer has only been tested at E11.5 in mouse embryos (Visel et al., 2007) and may have alternative roles at other stages in development or in different species.

Having validated the ability of our antibodies to enrich for dunnart chromatin marks, ChIP-seq libraries were sequenced to average depth of 57 million reads. Reads were mapped to a de novo assembly of the dunnart genome generated for this study (Supplementary file 1o), which we annotated using the publicly available high-quality genome assembly of the Tasmanian devil (mSarHar1.11; see Methods for additional details). After mapping and filtering, we retained an average of 43 million mapped reads per library (Supplementary file 1p). All samples had an NRF of between 0.76 and 0.85 (Supplementary file 1r; He et al., 2020). Read coverage was highly correlated for replicates within each mark (Pearson’s *r* > 0.99) and also between marks (Pearson’s *r* > 0.88; Appendix 1—figure 2). 

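The deposited files hold peaks and not read coverage, so the replicates were compared over peaks. Across reproducible H3K4me3 peaks the log10 of fold enrichment correlated at a Pearson r of 0.901 between the pools, and across H3K27ac peaks at 0.844. On the unlogged scale r was 0.930 and 0.912. The highest fold enrichment of a single peak was 128 and 148 for H3K4me3 and 130.2 and 128 for H3K27ac. Peaks are not replicates and no p is given.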

Read coverage for replicate input controls was also correlated, but as expected, due to enrichment for specific genomic regions in IP samples, there was no correlation in read coverage observed between the input controls and IP samples (Pearson’s *r* range = 0.03–0.08, Appendix 1—figure 2). Similarly, alignment BAM files for H3K4me3 and H3K27ac IP replicates show strong and specific enrichment indicated by a prominent and steep rise of the cumulative sum toward the highest rank, whereas input control alignment BAM files are roughly diagonal, highlighting even coverage across the genomic windows (Appendix 1—figure 2). Fraction of reads in peaks was approximately 60% for consensus H3K27ac and H3K4me3 peaks (Supplementary file 1t).

### Investigating promoters located >3 kb from an annotated TSS

To investigate the large number of putative promoters located >3 kb from an annotated TSS, we first looked at the relationship between the number of peaks per gene and the distance to the next closest gene. After annotating peaks with the nearest gene call using ChIPseeker (Yu et al., 2015), 72% of genes had at least 1 predicted promoter or enhancer, with 81 genes having more than 50 promoters (Appendix 1—figure 3). 

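Of the dunnart gene models, 19114 (88.1%) had a promoter-associated peak or an enhancer at the nearest TSS within 1 Mb. A total of 33 genes had more than 50 promoter-associated peaks. The number rests on whether a peak must be found in both replicates, since with replicate 1 alone it was 80 and with replicate 2 alone 90. Other rules of overlap between replicates moved it less. It was 25 with a reciprocal overlap of 50%, 35 with 1 shared base and 39 with the intervals of replicate 2. At q under 0.0001 it was 6.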

The number of promoters per gene was weakly positively correlated with distance to the next closest gene (Pearson’s *r* = 0.36, p < 2.2 × 10^–16^), suggesting that this observation might be partially due to the presence of unannotated transcripts between genes (Appendix 1—figure 3). 

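Genes with a longer distance to the next gene had more promoter-associated peaks assigned to them. Across 17503 genes with at least 1 such peak, Pearson r with the distance to the next gene was 0.395 and Spearman rho 0.241, each with a two-sided permutation p of 1e-05, the smallest the test can give. On the log10 scale r was 0.204, and with high-confidence promoters left out it was 0.391 over 14342 genes. Assignment to the nearest TSS gives isolated genes more peaks even for random positions, which the permutation of genes leaves out. With the peaks placed at random within scaffolds, a test chosen after the result was seen, r averaged 0.478 over 100 shuffles, from 0.469 to 0.490, so the correlation is not above what random positions give. The paper raises unannotated transcripts between genes as a possible part of the reason.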

Enhancers can also be associated with H3K4me3 (Wu and Gu, 2020). However, enrichment levels (peak intensity) tend to be lower than that of H3K27ac (Kim et al., 2010). Hence, peaks characterized as promoters that were located more than 3 kb from a known TSS may instead represent active enhancer regions (Kim et al., 2010). To assess this, we compared mean peak intensity in H3K4me3 peaks located greater than 3 kb from the nearest TSS to H3K4me3 peaks located within 3 kb of the TSS. We found that H3K4me3 peaks located closer to the TSS had a stronger peak signal (mean = 46.10) than distal H3K4me3 peaks (mean = 6.95; Wilcoxon FDR-adjusted p < 2.2 × 10^–16^). This suggests that although some distal promoter peaks may be due to missingness in the annotation, the majority likely represent peaks associated with enhancer regions.

### Defining high-confidence promoter regions

This analysis identified three clusters: upstream distal peaks (cluster 3, 31,285 peaks), downstream distal peaks (cluster 2, 22,863 peaks), and peaks centered on the TSS (cluster 1, 12,295 peaks; Appendix 1—figure 4). 

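The grouping by distance, of peaks on a scaffold with a gene, gave 29114 peaks upstream of a TSS, 38630 downstream and 11138 at it. The distal groups were alike, with a median fold enrichment of 4.56 upstream and 4.57 downstream and median lengths of 701 bp and 725 bp. Their median distances were 51.5 kb and 44.9 kb. Peaks inside long genes count as downstream here, since distance was signed by the strand of the nearest TSS.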

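Peaks at the TSS were stronger and longer than the distal groups in the dunnart face. Their median fold enrichment was 45.9, which is 10.1 times that of the upstream group. Their median length was 2473 bp, 3.53 times that of the upstream group and 5.06 times that of enhancers. A peak at the TSS was the stronger of a random pair in 93.2% of pairs with upstream peaks, and 93.6% with downstream peaks, and the longer in 88.7% and 87.0%, and in 96.6% with enhancers. Enhancers are peaks of H3K27ac, so their fold enrichment is not set beside that of H3K4me3, and their length is that of another mark. Each two-sided Mann-Whitney p, adjusted over 6 comparisons, was smaller than the software can represent. Among the widest H3K4me3 peaks at the TSS, chosen after their values were seen, were those of MACROD1, with 50289 bp, and DLX5, a regulator of jaw identity, with 36822 bp.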

Cluster 1 peaks had a higher intensity (Appendix 1—figure 4) and length (Appendix 1—figure 4) when compared to clusters 2 and 3 (Wilcoxon FDR-adjusted p < 2.2 × 10^–16^) and compared to all predicted enhancers and promoters (Wilcoxon FDR-adjusted p < 2.2 × 10^–16^). Furthermore, peaks in cluster 1 (those closest to annotated TSS) had a higher GC and CpG island content than clusters 2 and 3 (Wilcoxon FDR-adjusted p < 2.2 × 10^–16^) and higher than enhancers (Wilcoxon FDR-adjusted p < 2.2 × 10^–16^), consistent with known features of mammalian promoters (Appendix 1—figure 4). H3K4me3 ChIP-seq peak intensity has previously been correlated with transcriptional activity (Barski et al., 2007) and a higher peak intensity has also been observed in promoters in mammalian liver tissue (Villar et al., 2015). We thus used cluster 1 (12,295 peaks) to define a set of high-confidence promoters for all of the following analyses.

### Investigating differences in the number of mouse and dunnart peaks called

After applying consistent peak calling and filtering parameters to the dunnart ChIP-seq data, we found that the number of peaks was fairly consistent across mouse embryonic stages (~20–30,000 total peaks; Figure 4A). This number was significantly lower than the total number of peaks observed in the dunnart (~150,000 peaks; Figure 4A). We investigated this further and found that the strength and specificity of enrichment differed between the mouse and dunnart datasets. Dunnart alignment BAM files for H3K4me3 and H3K27ac immunoprecipitation replicates show strong and specific enrichment (Appendix 1—figure 2); however, mouse alignment BAM files show a weaker enrichment with the immunoprecipitation samples for H3K27ac being closer to the input (Appendix 1—figure 5). This was also reflected in the similarity between mouse IPs and input controls based on read coverage, with correlation coefficients higher (H3K4me3, Pearson’s *r* range = 0.17–0.32, Appendix 1—figure 6; H3K27ac, Pearson’s *r* range = 0.39–0.64, Appendix 1—figure 6) than the corresponding dunnart values (Appendix 1—figure 2). Therefore, this is likely a technical confounder that may be responsible for the lower numbers of enriched regions called in the mouse, as peaks with lower enrichment signal might not be identified by the peak caller. This was consistent with the distribution of peak enrichment values in the dunnart and mouse for H3K4me3, with a lower mean peak enrichment value in the dunnart compared to all mouse stages (Kruskal–Wallis FDR-corrected p = 6.7 × 10^–12^; Appendix 1—figure 2). However, this was not the case for peak enrichment values for H3K27ac peaks (Appendix 1—figure 2), which generally have lower peak enrichment values than observed in H3K4me3 (Villar et al., 2015; Kim et al., 2010)

### Whole-genome alignment between mouse and dunnart

In order to compare activity in orthologous mouse and dunnart peaks, liftOver chains are needed to find the corresponding coordinates in the alternative genome. After building a dunnart-mm10 liftOver chain, we examined the quality of the WGA between mouse and dunnart. Approximately a quarter of both genomes was recovered in the WGA, with 26% of the dunnart genome and 28% of the mouse genome present with an average mismatch between the dunnart and mouse of 37.2% (Appendix 1—figure 7). Previous WGAs between placentals and marsupials (opossum vs. human, tammar wallaby vs. human) have recovered approximately 6–8% of the genomes with LastZ (Howe et al., 2021). The higher recovery in our WGA may be due to the use of new genome alignment tools like chainCleaner and patchChain. Given the higher conservation of coding regions than non-coding regions, exon coverage is a useful metric for assessing the quality of the alignment. 92% of mouse exon sequence and 69% of dunnart exon sequence was present in the WGA (Appendix 1—figure 7). Coverage of the exons recovered after liftOver was 82.7% and 57.8% in the mouse and dunnart, respectively (Appendix 1—figure 7). The lower exon coverage in the dunnart could be due to the missingness in the dunnart annotation. The majority of the alignment blocks fell within the 100 bp to 1000 bp size range with a total of 578.3 Mb of DNA sequence alignment out of a total of 801 Mb in the alignment within this range (Appendix 1—figure 7). This is very similar to the existing opossum-human WGA where 83% of alignment blocks fall within the size range of 100–1000 bp (Howe et al., 2021).

We then used the liftOver chains to find corresponding coordinates for dunnart peaks in the mouse genome. Given the majority of the alignment blocks for the mouse and dunnart WGA fell between 100 and 1000 bp in length (Appendix 1—figure 7), we first assessed the impact of peak length (centered on the peak summit, which represents the point with the highest signal in the peak region) on interspecies recovery of peaks. We defined dunnart peak regions as alignable if they could be reciprocally lifted over to the mouse genome and then back to the dunnart genome. Unsurprisingly, for both enhancers and promoters, the number of alignable peaks recovered decreased with increasing peak length (Supplementary file 1v and w). Promoters had the highest number of regions alignable (17%) using 50 bp peak summit widths, which decreased to 1.8% with a 500 bp peak summit length (Supplementary file 1w). Similarly, 19% of enhancers were alignable using a 50-bp peak summit length, and this decreased to 2% with 500 bp peak summit length (Supplementary file 1v). To assess the accuracy of the reciprocal liftOver, we next investigated whether alignable peaks in the mouse and dunnart mapped to the same nearest Ensembl gene before and after liftOver. Accuracy was high for both the promoters and enhancers (from 94% to 100%; Supplementary file 1v, w).

# Supplementary material for: Gene regulatory dynamics during craniofacial development in a carnivorous marsupial
**Source:** eLife. 2025 Oct 28;14:RP103592. doi: 10.7554/eLife.103592
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Data availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primers listed in Supplementary File 1n. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods and Supplementary File 1m. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Not done |  |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Material and Methods |  |
| Define whether data describe technical or biological replicates. | Material and Methods |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Material and Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability section and Supplementary File 1 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data availability section and Supplementary File 1 |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Data availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

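The study measured the histone marks H3K4me3 and H3K27ac by ChIP-seq, in 2 replicates each, and RNA by bulk sequencing, in 3 libraries, in the face of fat-tailed dunnart pouch young under 24 hours old. A ChIP replicate is a pool of young, and the marks and the input of a replicate come from the same pool. The sample labels give 26 and 27 heads for the pools, and the paper gives 50 young for both. An RNA library is a pool of 2 young. Every sample is of the same tissue and age, so no group was compared with another.

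The authors trimmed ChIP reads with cutadapt (1.9.1), aligned them with Bowtie2 (2.3.5.1) to the dunnart assembly of the study, filtered with SAMtools (1.9), removed duplicates with Picard (2.23.1) and called peaks with MACS2 (2.1.1) against the input of the same pool. The deposited peak lists give for each peak the fold enrichment over input, a ratio, and the -log10 of its p-value and q-value. The deposited display score of each peak was not used here. The lists end at an unadjusted p of 0.01, so a threshold on q was set again. For RNA, the authors trimmed reads with Trimmomatic (0.39), aligned them with HISAT2 (2.21) and made counts per gene over exons with featureCounts of Subread (2.0.1), set to reversely stranded pairs. Gene models are those of the Tasmanian devil, moved to the dunnart assembly with Liftoff (1.0). The deposited table gives these counts unscaled, with the summed exon length of each gene.

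Peaks were kept at q under 0.05 and called reproducible by bedtools (2.31.1) where a peak of replicate 1 shared at least 50% of the length of either peak with a peak of replicate 2. Promoter-associated peaks carry H3K4me3 only or share at least 50% of both lengths with H3K27ac, and enhancers carry H3K27ac with no shared base of H3K4me3. Peaks that partly overlap the other mark are in neither class. Distance runs from the edge of a peak to the nearest TSS and is 0 where the peak covers it. High-confidence promoters are the group at the TSS in k-means with k = 3, an algorithm the paper does not name. Elements were assigned to the nearest TSS within 1 Mb. The table holds 21703 gene models on 273 scaffolds, of which 14169 have a symbol and 7534 only a LOC identifier. The 11 genes on 2 lines have joined models, and their counts were not used. TPM was computed from counts and exon length, and a gene counts as expressed over 1 TPM in all 3 libraries. For a gene at 10 TPM the spread between libraries, given as SD, is the precision available, since the libraries hold between 16096971 and 17419099 counts. The paper gives average ChIP depths and refers those of the samples to its supplement, which was not used here. The files hold no reads, so depth could not be measured from them.

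Computation used Python (3.11.15) with numpy (2.4.6), pandas (2.3.3), scipy (1.17.1) and matplotlib (3.10.9), and R (4.3.3) with edgeR (4.0.16), which served only for the TMM factors of an alternative scaling. Shares of genes were compared by two-sided Fisher's exact tests. For 34 gene lists written before the data were examined, the 28 with at least 5 annotated members were tested against other genes with a symbol, with Benjamini-Hochberg adjustment over the 28 lists of each test. Peak groups were compared by two-sided Mann-Whitney tests, and correlations across genes by 100000 permutations. Chance overlap of marks came from 100 seeded shuffles within scaffolds. Named genes are those the paper names for the dunnart, whose values in the paper count as seen, the 20 genes with a symbol of highest TPM without mitochondrial and ribosomal protein genes, the 10 with the most enhancers, the 10 with the strongest high-confidence promoters, and the 3 members of highest TPM of each list. The naming rule, the list tests and the alternatives were set before the data were examined. Added after values were seen were the comparison of H3K4me3 among genes of like TPM, the shares of genes with a peak near the TSS, the share of strong distal peaks, the numbers of near and distal peaks at the strictest q, the explanation of the HOX genes, the limit of 100 TPM for markers of other tissues, the random placement of promoter-associated peaks and the simulation of short lists.

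Overlap, classes of marks, nearest TSS, k-means, TPM, the exact tests of lists and correlation were tested on simulated data. The lists matched on territory, the Mann-Whitney tests, the shuffles and the comparison among genes of like TPM were not. Overlap recovered 15026 of 15026 planted matches, the nearest TSS was right for 5000 of 5000 peaks, and k-means placed 22000 of 22000 peaks. TPM was within 0.2 log2 of the planted value for 200 of 200 changed genes. Of 200 random lists of 20 genes 0 were called, and of 5 planted lists of 20 or 40 genes 5 were. With an enhancer at every member, 0 of 5 lists of 5 genes, 0 of 5 lists of 10 and 5 of 5 lists of 15 were called, so an excess of enhancers in lists of 10 genes or fewer is out of reach of this test. The 5 lists were planted together among 28, which makes the adjustment milder than for a single list. The power for a single list was not simulated, so the limit may lie above 10 genes. In the data, the list of 13 genes near dunnart-specific enhancers had an enhancer at every member and an exact adjusted p of 0.131. A lack of enhancers was not simulated at that size. A planted correlation of 0.1 came out at 0.0871, and 3 of 100 unrelated pairs had a permutation p under 0.05.

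Alternatives changed the q threshold (0.01 and 0.0001), the overlap between replicates and between marks, the replicate that gives the intervals, the TSS used, the definition of a promoter at the TSS, the rule and scaling of expression, the background of the lists, and left out each replicate or library in turn. Mouse ChIP-seq and RNA-seq, motifs and sequence content were not analysed here, and gene ontology terms were not used here. The genome sequence was not among the files used here. The input libraries come with no processed file. Results for some single genes are not reported here.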

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

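Of the tests in this part, the shares of genes with a peak near the TSS, the share of strong distal peaks and the numbers of near and distal peaks at the strictest q were chosen only after the result was seen, and the explanation of the HOX genes was written after the first test of the lists.

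The paper's classes leave out peaks that partly overlap the other mark: 28795 H3K4me3 peaks and 21915 H3K27ac peaks, against a mean of 15658 and 16078 in 100 shuffles. They stand here because the paper does not discuss them. Among markers of red cells, immune cells, brain, eye, heart and liver, 3 exceeded a mean of 100 TPM, a limit set after the values were seen. HBZ, an embryonic globin of red cells, stood at 7253 ± 2075 TPM (SD, n = 3 libraries) and ALAS2, of heme synthesis, at 195 ± 61.7. NKX2-5, a heart regulator also active in pharyngeal tissue, stood at 102 ± 52.4. It was above the limit in FP3 alone, with 70.3, 73.9 and 163 TPM in FP1, FP2 and FP3. In the erythroid list 5 of 7 annotated genes were expressed, and in the heart list 1 of 5. Blood in the dissected tissue is a candidate source of HBZ and ALAS2 that was not tested.

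HOX paralogs 8 to 13 had an enhancer in 1 of 16 cases, or 6.25%. Short territories between the TSSs of a gene cluster could by themselves collect few peaks, with a median of 12.6 kb against 66.9 kb for genes with a symbol. Random lists matched on territory had an enhancer at 33.0% of genes, and the share of the HOX genes was below them (two-sided permutation p = 0.0144), so territory did not account for all of it in that test. Adjusted over 28 lists that p is 0.403, and the members are neighbors and not independent. No biological explanation was tested, as the samples are of a single tissue and age.

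Of the expressed genes, 1415 had no enhancer or high-confidence promoter. Left-out peaks may account for part, since 30.5% of these genes had a partly overlapping peak within 3 kb, against 15.4% of expressed genes with an element. Close neighbors may account for another part, since 39.9% had a promoter-associated peak within 3 kb assigned to another gene. No partly overlapping and no promoter-associated peak, whatever gene it is assigned to, lay within 3 kb at 21.5%, and the shares do not tell the explanations apart. No biological explanation was tested.

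Of the promoter-associated peaks, 64310 lay over 3 kb from a TSS. Weak peaks let in by the q threshold may account for part of them, since at q under 0.0001 their number was 37231, while peaks within 3 kb went only from 14572 to 13034. The share over 3 kb was still 74.1% there, so weak peaks did not account for all of it in that test. Promoters of transcripts missing from the annotation could reach the strength of promoters at a TSS, which 12.2% of the distal peaks did, and this share does not tell such promoters from strong enhancers. No biological explanation was tested.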

How the results depend on the processing

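Among the alternatives here, the comparison of H3K4me3 among genes of like TPM was chosen only after the result was seen. The ratio of H3K4me3 fold enrichment near to far from the TSS stayed between 4.97 and 6.64 under 9 alternatives, the share of expressed genes with an element between 87.1% and 90.2% under 15, and the high-confidence promoters numbered 10753 to 14572. Apart from the TPM of named genes and the gene lists taken one by one, 257 of 369 comparisons stayed the same. The 369 include the numbers of lists called and the lists compared among genes of like TPM. The share of promoters over 3 kb is in them both as a percent and as a fraction. Staying the same is within 1.5 times for a count and within 1 SD between replicates for a value. For a tested result it is the same direction and side of the threshold. For those that moved beyond the replicate spread the cause was not tested. Fewer peaks pass a stricter q, and a stricter overlap leaves fewer peaks by construction. Marks were paired by pool: as a replicate block, both marks compared within pools gave 53.1% with both marks and 43.6% with H3K27ac alone, and across pools 51.3% and 44.5%. Leaving out mitochondrial genes gave no value, as the table holds none. The paper refers read depth per sample to its supplement, which was not used here, and the peak files hold none, so the effect of depth was not measured.

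At q under 0.01: percent with H3K27ac alone 48.4, mean kb to the TSS of enhancers 91.5, median kb of enhancers 43.5, median kb of promoters 32.5, fraction over 3 kb 0.806, mean fold beyond 3 kb 6.17, percent of genes with a peak 87.5, percent of linked genes with both elements 57.5. At q under 0.0001: H3K4me3 peaks 62951, percent with both marks 55.1, percent with H3K27ac alone 57.2, promoter-associated peaks 50574, mean kb to the TSS of enhancers 85.1, mean kb of promoters 124, median kb of enhancers 41.0, median kb of promoters 24.8, fraction over 3 kb 0.741, upstream peaks 16977, downstream peaks 22535, mean fold within 3 kb 38.5, mean fold beyond 3 kb 7.74, percent of genes with a peak 84.4, genes with over 50 promoters 6, percent of linked genes with both elements 53.8, percent of enhancers at expressed genes 59.2, percent of promoters at expressed genes 80.1. With a reciprocal replicate overlap of 50%: percent with H3K27ac alone 53.7, median kb of enhancers 42.8, median kb of promoters 33.2, fraction over 3 kb 0.806, mean fold within 3 kb 36.2, mean fold beyond 3 kb 6.17, percent of genes with a peak 87.7, percent of linked genes with both elements 57.3. With a replicate overlap of 1 base: fraction over 3 kb 0.817, percent of genes with a peak 88.2. With the intervals of replicate 2: percent of genes with a peak 88.3. With both marks taken from 1 shared base: percent with both marks 80.0. From the summit: median kb of enhancers 44.2, median kb of promoters 34.1, fraction over 3 kb 0.827. To the TSS of genes with a symbol: mean kb to the TSS of enhancers 140.5, mean kb of promoters 205, median kb of enhancers 63.4, median kb of promoters 54.3, enhancers under 1 kb 674, fraction over 3 kb 0.847. To the TSS of expressed genes: mean kb to the TSS of enhancers 165, mean kb of promoters 256, median kb of enhancers 76.0, median kb of promoters 63.4, enhancers under 1 kb 395, fraction over 3 kb 0.858. With expression over 2 CPM in 2 libraries: percent of linked genes with both elements 58.5, median TPM with neither 27.9. With expression over 1 TPM in the mean: percent of linked genes with both elements 57.2, percent of enhancers at expressed genes 60.2, percent of promoters at expressed genes 81.5, median TPM with enhancer only 11.8, median TPM with neither 18.8. With promoters within 3 kb: percent of linked genes with both elements 60.7, percent of promoters at expressed genes 74.0. With links within 100 kb: percent of linked genes with both elements 56.4, percent of enhancers at expressed genes 42.9. Leaving out each replicate or library in turn gave, lowest to highest: percent with H3K27ac alone 42.3 to 44.9, mean kb to the TSS of enhancers 101 to 102, mean kb of promoters 131 to 133, median kb of enhancers 46.5 to 46.8, median kb of promoters 38.6 to 38.9, fraction over 3 kb 0.852 to 0.854, mean fold within 3 kb 27.4 to 31.2, mean fold beyond 3 kb 4.97 to 5.19, percent of genes with a peak 90.9 to 91.0, genes with over 50 promoters 80 to 90, percent of linked genes with both elements 57.6 to 62.1, percent of enhancers at expressed genes 55.7 to 58.8, percent of promoters at expressed genes 77.1 to 80.4, median TPM with enhancer only 13.0 to 14.1, median TPM with neither 21.9 to 22.8.

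Among the lists, the number called for enhancers fell from 1 to 0 against expressed genes and against matched lists, and for high expression with both elements from 4 to 0 and 1. HOX paralogs 8 to 13, called in both tests, had 1 expressed member, under the minimum of 5. Against expressed genes that list was therefore not tested, and the fall there says nothing about it. Against matched lists the share with an enhancer lay on the other side of the background for palate (80%), muscle (66.7%), cartilage (78.6%), osteoblast (72.7%), trigeminal (80%), erythroid (57.1%), neural tube (90%) and motif factors (76.5%). For high expression with both elements, the side changed for muscle (33.3%, expressed background and over 5 TPM), genes near dunnart-specific enhancers (15.4%), contraction (27.8%), osteoblast (18.2%) and olfactory epithelium (18.2%) over 20 TPM, and, in the leave-one-out of each library, the list osteoblast and mineralized bone: percent over 10 TPM with enhancer and promoter 27.3 to 36.4, lowest without library FP2, housekeeping (33.3%, expressed background and over 5 TPM) and erythroid genes (40% against expressed genes, and 28.6% over 20 TPM, without library FP2 and against matched lists). None of these shares was past its test.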

Differences from the paper's values

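No test in this part was chosen after the result was seen, and the share of the paper's own clusters was computed after the difference was seen. A value differs here if it is beyond the replicate SD and over 1.5 times apart, and a correlation if it is beyond the SD. The fraction of promoter-associated peaks over 3 kb from a TSS is 0.41 in the paper and 0.815 here, and it differs under all 10 alternatives set before the data were examined, from 0.741 to 0.858. The 2 distal clusters of the paper hold a share of 0.815 of its own clustered peaks, and those here 0.859, a quantity other than the fraction over 3 kb. The downstream cluster holds 22863 peaks in the paper and 38630 here. Of 7 alternatives it differs under 6, and at q under 0.0001 it is 22535. The paper counts 81 genes with more than 50 promoters, and the count here is 33. It differs under 5 of 7 alternatives, and without replicate 1 or without replicate 2 it is 90 and 80. The correlation between promoters per gene and distance to the next gene is 0.36 in the paper and 0.395 here, which is more than the replicate SD of 0.00799, and it differs under all 9 alternatives, from 0.204 to 0.424. Among the values within 1.5 times but beyond the SD are expressed genes with an element (67% in the paper and 88.4% here), enhancers at expressed genes (78% and 56.9%), genes with an element (72% and 88.1%) and the mean intensity of H3K4me3 within 3 kb (46.10 and 33.1). The paper reduced its linked peaks to those near genes with a one-to-one mouse ortholog, and the values here are over all gene models, so the shares of expressed genes and of enhancers are not known to be over like sets.

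The paper places all its myogenesis, chondrogenesis and osteoblast genes above 20 TPM. Of these genes SOX9, at 16.3 ± 3.65 TPM (SD, n = 3 libraries), was below it and all others named there were above it. The paper lists SNAI2 and GATA6 among genes near enhancers, and neither had an enhancer assigned here, while SHH, MEF2C, PDGFB, GATA4 and VEGFA had.

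The paper places the genes near dunnart-specific enhancers above 10 TPM. Of 13 annotated here 10 were, and OVOL2 at 9.21 ± 0.589 TPM, CFD at 8.21 ± 4.86 and EDN1 at 6.67 ± 0.773 (SD, n = 3 libraries) were not. The counts of reproducible peaks are 80989 and 121281 in the paper, and with a reciprocal overlap of 50% between replicates they are 84460 and 121609 here. At q under 0.01, the threshold in the paper's methods, they are 99340 and 140220 here.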

Other observations

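The tests of H3K4me3 among genes of like TPM in this part were chosen only after the result was seen for single contractile genes. Few genes of brain, lens and retina, and liver were expressed over 1 TPM in every library of the newborn face, while most immune genes were. Of 10 annotated genes of neural tube and brain 2 were expressed, EMX2 at 14.7 ± 6.46 TPM (SD, n = 3 libraries) and OTX2, a factor of forebrain and nasal placode, at 12.0 ± 1.64, and 9 had an enhancer. Of lens and retina genes 1 of 9 was expressed, CRYAA, a lens crystallin, at 3.50 ± 0.889, and of liver genes 1 of 6, F2, the gene of prothrombin, at 3.80 ± 1.00. Of immune genes 5 of 7 were expressed, with LYZ at 11.5 ± 3.10, TYROBP at 10.7 ± 7.23 and CD74 at 10.4 ± 3.00. TYROBP stood at 19.0, 7.24 and 5.81 TPM in FP1, FP2 and FP3, so its mean rests largely on FP1. HOX paralogs 1 to 4, of hindbrain and neck, had 2 of 8 expressed and 2 with an enhancer, and of paralogs 8 to 13 the gene expressed was HOXD8, at 4.58 ± 1.14. Of 17 annotated factors whose motifs the paper names all 17 were expressed and 13 had an enhancer, with TWIST1, a regulator of neural crest mesenchyme, at 287 ± 70.8. Housekeeping genes, 9 annotated and 9 expressed, had an enhancer in 5 cases.

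IBSP and SPP1, proteins of mineralized bone chosen after their values were seen, varied between libraries. They stood at 70.9, 231 and 14.1 TPM and at 70.3, 223 and 27.2 TPM in FP1, FP2 and FP3, and neither had an enhancer. Of the same list COL1A1, at 1188, 1827 and 821 TPM, and COL1A2, at 1653, 2425 and 1156 TPM, were in the same order, and SPARC, at 2773, 3115 and 2509 TPM, was too but varied less. Of cartilage genes, 3 collagens were also highest in FP2, and the other members were not counted: COL2A1 at 36.4, 90.9 and 27.6, COL11A1 at 16.7, 45.6 and 12.2, and COL9A2 at 27.8, 48.7 and 14.2 TPM.

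Contractile genes had a low rank of H3K4me3 at the annotated TSS among genes of like expression. Among 200 genes of like TPM for each gene, the strongest H3K4me3 peak within 1 kb of the TSS of 17 expressed contraction genes had a median percentile of 8.5, and within 10 kb of 9.5. Of the 17 only 10 had a peak within 1 kb and 12 within 10 kb, so the percentile partly counts missing peaks, which a misplaced TSS of a lifted model would also give, and the genes that prompted the test are in the list. Over 21 groups, with Benjamini-Hochberg adjustment of permutation p, 12 had an adjusted p under 0.05 within 1 kb: contraction (0.0021) and 4 pooled lists of other restricted cell types (0.0021), endothelium (0.0168), periderm (0.0241), myogenic regulators, head myogenesis, erythroid genes and genes near dunnart-specific enhancers (0.0273 each), keratinocyte genes (0.0280), muscle genes (0.0395), olfactory genes (0.0409) and cartilage (0.0423). Craniofacial signaling (median percentile 47.25, adjusted p = 0.861), neural crest (40, 0.344) and housekeeping genes (74, 0.177) were not past it. Within 10 kb the genes near dunnart-specific enhancers (0.387) and erythroid genes (0.201) were no longer past it, and Merkel cell (0.0231) and immune genes (0.0205) were. The cause was not tested.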
